# Tregs dysfunction aggravates postoperative cognitive impairment in aged mice

**DOI:** 10.1186/s12974-023-02760-7

**Published:** 2023-03-17

**Authors:** Yile Zhou, Huihui Ju, Yan Hu, Tingting Li, Zhouyi Chen, Yuan Si, Xia Sun, Yi Shi, Hao Fang

**Keywords:** Postoperative cognitive dysfunction, Regulatory T cells, Aging, Neuroinflammation, Blood–brain barrier

## Abstract

**Objectives:**

Enhanced neuroinflammation is an important mechanism underlying perioperative neurocognitive disorders. Regulatory T cells (Tregs) play a crucial role in regulating systemic immune responses. The present study was aimed to investigate the participation of Tregs in the development of postoperative cognitive dysfunction (POCD).

**Methods:**

Surgery-associated neurocognitive disorder was induced in 18-month-old mice subjected to internal fixation of tibial fracture. Morris water maze was used to examine mice cognitive function. Splenic Tregs were collected for RNA sequencing and flow cytometry. Levels of inflammatory factors in the circulation and hippocampus were measured by enzyme-linked immunosorbent assay. Protein presences of tight junction proteins were detected by immunofluorescence.

**Results:**

Surgery of internal fixation of tibial fracture induced cognitive impairment in aged mice, accompanied by elevated plasma levels of inflammatory factors and increased circulating Tregs. Transfusion of Tregs from young mice partially restored the structure of the blood–brain barrier and alleviated POCD in aged mice. Compared with young Tregs, differentially expressed genes in aged Tregs were enriched in tumor necrosis factor (TNF) signaling pathway and cytokine–cytokine receptor interaction. Flow cytometry revealed that aged Tregs had blunted functions under basal and stimulated conditions. Blockade of the CD25 epitope protected the blood–brain barrier structure, reduced TNF-α levels in the hippocampus, and improved surgery-associated cognition in aged mice.

**Conclusions:**

Blocking peripheral regulatory T cells improves surgery-induced cognitive function in aged mice. Therefore, aged Tregs play an essential role in the occurrence of POCD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02760-7.

## Introduction

Postoperative cognitive dysfunction (POCD) is presented with impaired learning capacity, memory loss, confusion, anxiety, and personality changes. It is reported that 25.8% of patients exhibit some cognitive disorder in the 1st week after surgeries, of which 9.9% of senile patients remain cognitive impairment longer than 3 months [1]. Aging is a critical risk factor for the occurrence of POCD, as suggested by its features of cognitive impairment which are comparable to those in disease conditions, including neurodegenerative disease [2, 3].

The blood–brain barrier (BBB) provides primary protection for the central nervous system (CNS) against pathological stimuli [4]. Tight junction proteins in vascular endothelial cells of the BBB, including claudin1 and claudin5, is crucial for preventing harmful solutes from passing to the central nervous system [5]. Reduced expressions of junction proteins alter the permeability of the blood–brain barrier, resulting in overspills of plasma proteins and invasion of peripheral cells as well as pathogens [2, 6, 7]. The presence of lymphocytes in the brains of Alzheimer’s patients [8] and aged mice [9] is associated with a disruption of the blood–brain barriers, leading to sterile neuroinflammation in the central nervous system. Of importance, elevated levels of interleukin-6 (IL-6), C-reactive protein, and chitinase 3-like protein in cerebrospinal fluid of aged patients [10] are positively correlated with their cognitive disorders [8], suggesting that chronic neuroinflammation takes part in cognitive impairment [11–13].

Regulatory T cells (Tregs), characterized by high expressions of cluster of differentiation 4 (CD4), CD25 (also known as interleukin 2 receptor alpha), and forkhead box protein P3 (Foxp3), play an obligatory role in immune homeostasis by suppressing excessive immune responses [14]. However, the role of Tregs in the central nervous system is inconclusive [15, 16]. In Alzheimer’s mice, transient depletion of Tregs promotes β-amyloid plaque clearance by inducing leukocytes recruitment through the choroid plexus [17], but accelerates memory loss by limiting the recruitment of microglia toward amyloid plaques [18]. It is also reported that Tregs inhibit astrogliosis and promote neural recovery [19], but impair cerebral microvasculature [20] in a mouse stroke model.

Thus, the present study was designed to investigate the participation of Tregs in a mouse POCD model subjected to tibial fractures internal fixation surgery.

## Materials and methods

### Animals

Male C57BL/6 mice, 18-month-old and 10-week-old, were purchased from Shanghai Jiesijie Company (Shanghai, China). B6.129(Cg)-Foxp3^tm4(YFP/icre)Ayr^/J (Foxp3^YFP^) transgenic mice were used on the C57BL/6 background (Cyagen, China). Mice had free access to food and water. All animals were housed separately under specific pathogen-free conditions with 12-h light/dark cycles in the Laboratory Animal Unit of Zhongshan Hospital, Fudan University (Shanghai, China). The experimental design was approved by the Animal Ethics Committee of Zhongshan Hospital, Fudan University [SYXK (Shanghai) 2021-#0022].

### POCD model and Tregs intervention

The POCD model was built by conducting internal fixation of tibial fractures as previously described [13]. Briefly, mice were anesthetized with 1% sodium pentobarbital (8 mg/kg, intraperitoneal injection). A 0.3–0.6 cm vertical incision was made near the tibial tubercle, followed by a needle insertion into the tibial tubercle. After the surgery, butorphanol (2 mg/kg) was administered subcutaneously to relieve the pain.

To block Tregs function, an anti-CD25 antibody (500 µg/mouse; 553864, BD Pharmingen, USA) and its isotopic antibody were administered intraperitoneally [21, 22] (Fig. 1A).

**Fig. 1:**
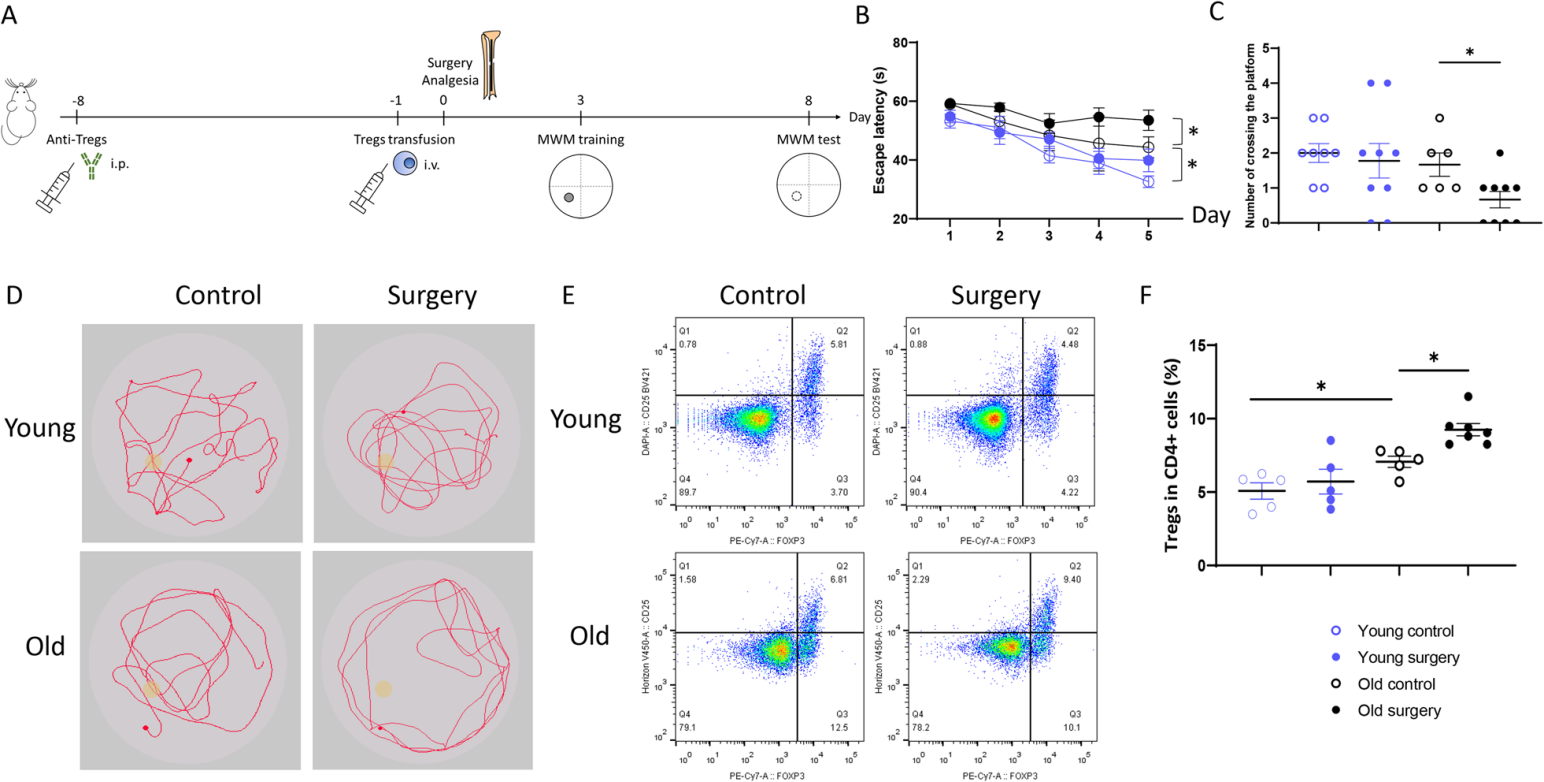
Aged mice have impaired cognitive function after surgery. **A** Experimental scheme of the research. **B** Escape latency of young and old mice after surgery. **C** Number of crossing the target platform of young and old mice after surgery. *P < 0.05 *n* = 6–9. **D** Representative tracing in the swimming pool on the test day. Yellow blocks in the pool indicated the target platform in the acquisition training. **E**, **F**. Number of peripheral Tregs in young and old mice after surgery. *P < 0.05 *n* = 5–7

To increase peripheral Tregs, all-trans-retinoic acid (ATRA, 8 mg/kg for young mice, 4 mg/kg for aged mice; R2625, Sigma, Germany) was injected intraperitoneally every 48 h for a week. [23] Four injections of ATRA significantly increased counts of splenic CD4+CD25+Foxp3+ Tregs, but not CD4 or CD8 cells in young mice. However, ATRA had lethal effects on aged mice (Additional file 1: Fig. S1A–C). Therefore, transfusion of Tregs was used to increase peripheral Tregs in the present study. Splenic Tregs from young or aged mice were isolated by a regulatory T cell isolation kit (130-091-041, Miltenyi Biotec, Germany) and verified by flow cytometry (Additional file 1: Fig. S2). A total of 2 × 10^6^ Tregs were intravenously injected through the tail vein 1 day before the surgery [24]. Aged mice were transfused with Tregs from young or aged mice (Fig. 1A).

### Morris water maze

The hippocampus-dependent spatial learning and memory capacity were examined by the Morris water maze test [2, 25, 26]. In brief, mice were acclimated to the maze for 3 days. Spatial acquisition training was conducted for 5 consecutive days (D3–D7). In the Morris test (D8), swimming paths, counts of the target platform crossing, and time spent on each quadrant were documented (Jiliang, China) (Fig. 1A).

### Flow cytometry

To obtain Tregs from spleens, spleens were carefully collected after mice were anesthetized. The spleens were grounded and filtered through a 70 µm filter for single-cell suspensions. Tregs were incubated with surface antibodies and viability stain (565388, BD Pharmingen, USA) for 30 min at 4 °C. After permeabilization with Foxp3/Transcription Factor Staining Buffer (00-5523-00, Thermo Fisher, USA), the cells were further incubated with intracellular antibodies for 30 min at 4 °C (Table 1). A separate group of cells was challenged with a leukocyte activation cocktail (0.2 µl/10^6^ cells; 550583, BD Pharmingen, USA) containing phorbol 12-myristate-13-acetate (PMA), ionomycin, and brefeldin-A for 4 h, following the protocol of the manufactory. The flow cytometry assays were performed on a BD FAC Symphony (BD Germany).

**Table 1:** Antibody for flow cytometry

Panel 1		Panel 2	
Antibody	Product	Antibody	Product
Fixable viability stain	BD Pharmingen-565388	Fixable Viability Stain	BD Pharmingen-565388
CD4	BD Pharmingen-563106	CD4	BD Pharmingen-563106
CD25	Biolegend-102033	CD25	Biolegend-102033
FOXP3	eBioscience-25-5773-80	FOXP3	eBioscience-25-5773-80
CCR4	Biolegend-131219	5’-NT	Biolegend-127205
CTLA-4	BD Pharmingen-565778	Granzyme B	Biolegend-372215
IL-2	Biolegend-503829	Helios	Biolegend-137204
IRF-4	BD Pharmingen-566649	IL-10	Biolegend-505031
LAG-3	BD Pharmingen-740959	Perforin-1	Biolegend-154303
LRRC32	Biolegend-142905	TNFRSF4	BD Pharmingen-740545
NTPDase 1	Biolegend-143811	TNFRSF18	BD Pharmingen-741020
PD-1	Biolegend-135213	TGF-β1	Biolegend-141409

### Enzyme-linked immunosorbent assay (ELISA)

Mice hippocampal tissue (10 mg) or plasma (100 µl) were collected for ELISA. Levels of cytokines in plasma and hippocampal tissues were measured using Bioplex suspension chip reagent Bio-Plex Pro Mouse Cytokine 23-plex (M60009RDPD, Biorad, USA) and normalized with protein concentration in samples.

### Gene-expression profiling assay

Gene-expression profiling assays on splenic Tregs, collected from both young and aged mice, were performed by the Shanghai Institute of Immunology. The gene expression files were analyzed with R-3.4.1 software. Differentially expressed genes (DEGs) were defined when an adjusted P value was less than 0.05. DEGs were calculated with the limma package [27]. Database for Annotation, Visualization and Integrated Discovery (v6.8) was used to analyze gene function and potential pathways [28]. Bubble Plots were performed by the ggplot2 package [29]. Ligand–receptor interaction analysis was performed using the iTALK package [30].

### Immunofluorescence

To examine the blood–brain barrier permeability, 40 kDa dextran (20–25 mg/kg; D1829 Thermo Fisher, USA) was injected via the tail vein 24 h before the euthanization. After anesthetizing with pentobarbital, the mice were transcardially perfused with 40 ml ice-cold PBS for 20 min. Brain samples were dehydrated in the 30% (w/v) sucrose solution and embedded in an optimum cutting temperature compound (OCT, 4583, Sakura, USA). The frozen brain tissue was prepared in 5-μm thickness. Brain slides were blocked with 5% goat serum and then incubated with primary antibodies, anti-CD31 (24590, Abcam, UK), anti-claudin1 (15098, Abcam, UK), and anti-claudin5 (15106, Abcam, UK), overnight at 4 °C. On the 2nd day, slides were incubated with secondary antibodies for 1 h at 37 °C. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) for 10 min at 37 °C. Images were taken using a fluorescence microscope (Olympus BX51, Japan).

The presence of Tregs in the hippocampus was examined by immunofluorescence in two approaches. Tregs from Foxp3^YFP^ mice, in which the Foxp3 protein was knocked in a yellow fluorescent protein, were injected into aged mice subjected to the surgery. The YFP signal was detected in the choroid plexus, but not the hippocampi of the mice. (Fig. 1A, Additional file 1: Fig. S3). In addition, brain slides were also incubated with primary antibodies, anti-CD4 (557307, BD, USA) and anti-Foxp3 (NB100-39002SS, Novus, USA).

### Statistical analysis

Prism 9 (GraphPad, USA) software was used in the present study. Data are presented as means ± SEM. Flow cytometry data were analyzed with FlowJo v10.0.8 (BD, USA). The statistical analysis was done by one-way ANOVA followed by post hoc Bonferroni comparison. The comparison between Tregs with or without PMA/Ionomycin stimulation was performed by paired *t* test. *P* < 0.05 was considered statistically significant.

## Results

### Aged mice subjected to the surgery exhibit cognitive dysfunction

In the acquisition course, surgery significantly increased escape latency in aged mice, but not young mice (Fig. 1B). In the maze test, the surgery did not affect cognitive scores in young mice, but significantly reduced target platform crossings in aged mice compared with their age-matched counterparts (Fig. 1C, D).

In aged mice, but not young ones, the surgery of internal fixation of tibial fractures significantly increased splenic Tregs, and the increase occurred since day 1 (Fig. 1E, F).

In the maze test, aged mice transfused with young Tregs had more crossings on the target platform than those transfused with aged Tregs (Fig. 2A, B). Transfusion with young Tregs, but not aged Tregs, increased protein presence of junction protein claudin1 and claudin5 in the CA3 region of the hippocampus of aged mice (Fig. 2C-F). Transfused Tregs were not detected in the hippocampi of aged mice (Additional file 1: Fig. S3). In addition, transfusion with young Tregs accelerated the swimming speed of aged mice (Additional file 1: Fig. S4).

**Fig. 2:**
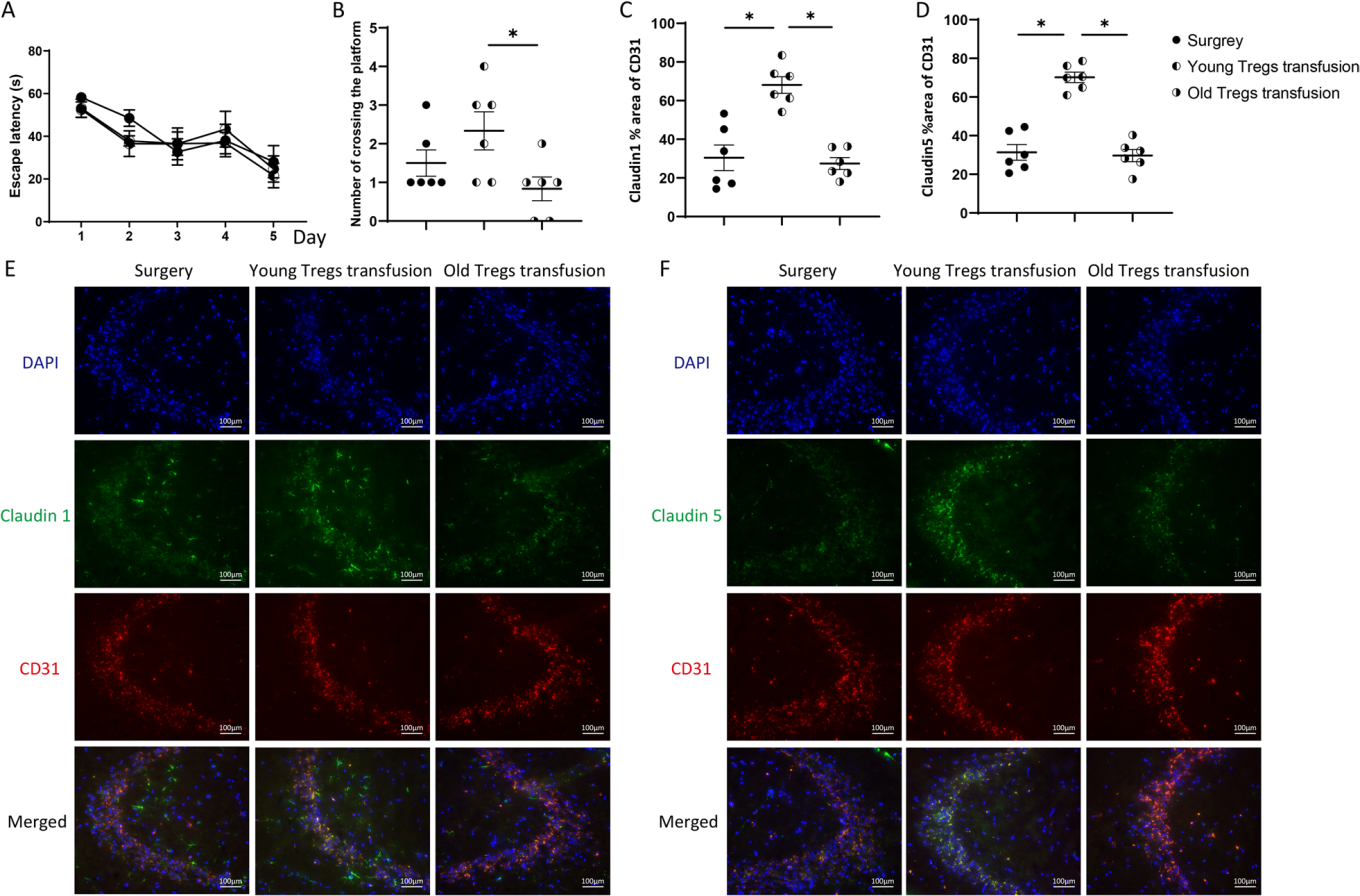
Tregs transfusion changes mice cognitive function and structure of the blood–brain barrier. **A** Escape latency of old mice with Tregs transfusion. **B** Counts of crossing the target platform of old mice with Tregs transfusion. *P < 0.05 *n* = 6. Quantification of claudin1 (**C**) and claudin5 (**D**) in the CA3 region of the hippocampus. Representative immunofluorescence signals of claudin1 (**E**) and claudin5 (**F**). DAPI labeled the nuclei (blue), CD31 labeled endothelial cells (red), and claudin1 or claudin5 stained green. Magnification, ×200, *P < 0.05 *n* = 6

Of note, ARTA administration, a pharmacological approach to increase peripheral Tregs, had lethal effects on aged mice (Additional file 1: Fig. S1).

### Aged mice possess impaired Tregs

To explore Tregs functions in aging, splenic Tregs of young and aged mice were collected for RNA-sequencing and flow cytometry.

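For the RNA-sequencing, splenic CD4+CD25+ cells of male C57BL/6 mice were used, in 3 biological replicates from aged mice of 18 months and 4 from young mice. The paper gives the age of the young mice as 10 weeks, and the sample labels give it as 8 weeks. The cells were isolated with magnetic beads, and cDNA was made with a SMART-Seq kit, which amplifies small amounts of RNA and adds no molecular identifiers, so that sampling noise stated here covers counting only. The authors deposited the number of reads counted on each Ensembl gene in each library, without normalization. The layout and naming of these tables are those of HTSeq-count in its union mode without strand, and no read aligned to several places is recorded. The paper's text does not name the aligner, the genome build or the annotation. In addition, the authors deposited the counts divided by one size factor per library, with a log2 fold change, standard error, p-value and adjusted p-value for each gene under the column names of DESeq2. The reads counted on genes numbered 11015694, 11244060 and 10734234 in aged replicates 1 to 3, and 12122234, 13649310, 12039894 and 13401038 in young replicates 1 to 4. Every young library was deeper than every aged library, with medians of 12761636 and 11015694. A further 13.1% to 20.9% of the reads in each library lay on no gene or on more than 1 gene and were left out. From the counts, 13904 genes passed edgeR's filter on low counts by group, and aged and young Tregs were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Replicates of an age differed by more than the sampling noise, with a chi-square per degree of freedom from 8.65 to 182 over pairs of libraries. Foxp3, Cd4 and Il2ra, which define the isolated cells, were read in every library. Foxp3 counts scaled to library size (CPM, on the TMM scale) were 516 ± 93.3 (SD, n = 3) in aged Tregs and 446 ± 61.8 (SD, n = 4) in young Tregs, a log2 fold change of 0.21 (standard error 0.16, adjusted p = 0.409) that was 0.05 without aged replicate 1. Of the Foxp3 exons, 31.5% of the length overlaps exons of other genes in GENCODE M21, so part of its reads could not be assigned. Il2ra, which encodes CD25, had a log2 fold change of -0.61 (standard error 0.188, adjusted p = 0.0588) and was not called. It was called in 7 of 18 alternatives, namely DESeq2, the 4 limma fits, no filter on low counts, and without aged replicate 1 (-0.81, adjusted p = 0.0158), with adjusted p-values from 0.00652 (DESeq2) to 0.185. Cd4 had one of -0.30 (standard error 0.119, adjusted p = 0.117) and was called in 1 alternative, DESeq2 (adjusted p = 0.0387), in a range up to 0.276. Transcripts of other cells were also read. Haemoglobin genes took 1.24% to 13.1% of the gene counts and immunoglobulin genes 0.618% to 2.93%. Mitochondrially encoded genes took at least 5.08% in the aged and at most 3.23% in the young libraries.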

A total of 2910 DEGs were identified in Tregs of young and aged mice (Fig. 3A). 

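From the deposited counts, 2327 of the 13904 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), of which 1362 were higher and 965 lower in aged Tregs. The larger share of higher genes depended on the processing, since 1178 were higher and 1494 lower with the GC content and gene length trends of each library removed, an alternative chosen after seeing the data. The authors' deposited table holds 2910 genes with an adjusted p-value under 0.05, of which 1550 were higher and 1360 lower. Both sets share 2218 genes, none of them with opposite signs. DESeq2, run on the counts, also gave 2910 genes. It returned the deposited log2 fold changes, as for Tgfb1 (-0.7517) and Il1b (3.203), so it is not separate evidence. In the 7 fits that each left out one library, between 1237 and 3058 genes were called, with the fewest without young replicate 4 and the most without aged replicate 1. With an absolute log2 fold change of at least 1 also required, 1016 genes were left. The first principal component of log2 CPM took 46.7% of the variance and separated the 3 aged from the 4 young libraries. In 29.9% of the genes tested all aged values lay on one side of all young values, against 5.71% expected by chance. Among called genes with a mean log2 CPM of 3 or more whose groups did not overlap, the largest rises were those of Ighg2c, Spp1, Ighg2b, Il1r2 and Lilr4b, and the largest falls those of Ryr2, Drc1, Ighv7-1, Ighv11-2 and Rag1. Ighg2c (ENSMUSG00000076612), an immunoglobulin constant region gene at 113285325 to 113288932 on chromosome 12 of GRCm38, rose from 13.1 ± 7.71 CPM (SD, n = 4) to 1461 ± 652 CPM (SD, n = 3), a log2 fold change of 6.8 (standard error 0.559, adjusted p = 0.000483). Ryr2 (ENSMUSG00000021313), a ryanodine receptor gene at 11553102 to 12106945 on chromosome 13, fell from 19.0 ± 3.11 CPM (SD, n = 4) to 0.351 ± 0.166 CPM (SD, n = 3), a log2 fold change of -5.74 (standard error 0.303, adjusted p = 0.000102). Both were called in each fit that left out one library. Ighv7-1, Ighv11-2 and Rag1 were called in 4, 1 and 2 of the 7 such fits.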

Kyoto Encyclopedia of Genes and Genomes pathway analysis revealed that DEGs were enriched in cytokine–cytokine receptor interaction, Chagas disease, tumor necrosis factor (TNF) signaling pathway, Salmonella infection, and NF-kappa B signaling pathway (Fig. 3B). 

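Membership of the KEGG pathways was not used here, and 2 families of genes set by their symbols stand beside them. Of 152 cytokine and cytokine receptor genes tested, 54 were DEGs (35.5%, against 16.7% of all genes tested), 40 of them higher and 14 lower in aged Tregs. The odds ratio was 2.78 (Fisher's exact test, two-sided, p = 1.81e-08, adjusted p over both families = 3.62e-08), with all 13904 genes tested as background. It was 1.77 without aged replicate 1 and 3.07 to 3.62 without each of the other libraries. Of 84 genes of the TNF and NF-kappa B family, 19 were DEGs (22.6%), 15 of them higher and 4 lower. That odds ratio was 1.46 (Fisher's exact test, two-sided, p = 0.144), a share not distinguishable from that of all genes. With the calls of DESeq2 it was 1.76 (p = 0.0237 from the same exact test), and with no filter on low counts 2.38 (p = 0.00256). When the libraries were split into 3 and 4 in each possible way and as many genes with the smallest p-values were taken, 3 of the 35 splits, the real one included, gave as small a p for the cytokine family.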

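Tnf (ENSMUSG00000024401), at 35199381 to 35202007 on chromosome 17 of GRCm38, was at 17.3 ± 1.41 CPM (SD, n = 3) in aged Tregs and 9.87 ± 2.62 CPM (SD, n = 4) in young Tregs. Its log2 fold change was 0.81 (standard error 0.219, adjusted p = 0.0395 from edgeR's quasi-likelihood test). It was called in 1 of the 7 fits that each left out one library, with adjusted p-values up to 0.121. Tnfrsf1b (ENSMUSG00000028599), at 145213463 to 145246870 on chromosome 4, was at 451 ± 48.5 CPM (SD, n = 3) against 265 ± 46.8 CPM (SD, n = 4), a log2 fold change of 0.76 (standard error 0.153, adjusted p = 0.0135), and lost its call only without aged replicate 3 (adjusted p = 0.0506) among those 7 fits. Tnfrsf21 (ENSMUSG00000023915), at 43016555 to 43089189 on chromosome 17, was lower, at 6.12 ± 1.24 CPM (SD, n = 3) against 9.51 ± 1.44 CPM (SD, n = 4). That log2 fold change of -0.64 (standard error 0.204) had an adjusted p of 0.0661 and was not called, although no aged value reached the young range. Tnfsf13b (ENSMUSG00000031497), at 10006467 to 10039072 on chromosome 8, showed the largest change of the 5 genes, from 1.005 ± 0.31 CPM (SD, n = 4) to 6.35 ± 1.28 CPM (SD, n = 3), a log2 fold change of 2.64 (standard error 0.288, adjusted p = 0.00126). Its receptor gene Tnfrsf13c (ENSMUSG00000068105), at 82221743 to 82224369 on chromosome 15, fell from 71.0 ± 17.6 CPM (SD, n = 4) to 37.3 ± 12.8 CPM (SD, n = 3), a log2 fold change of -0.93 (standard error 0.252, adjusted p = 0.0391). The fall was called in 2 of the 7 fits that left out one library. With 3 against 4 libraries, the smallest two-sided p of an exact permutation test is 0.0571, which each of the 5 genes reached.

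**Figure D1:**
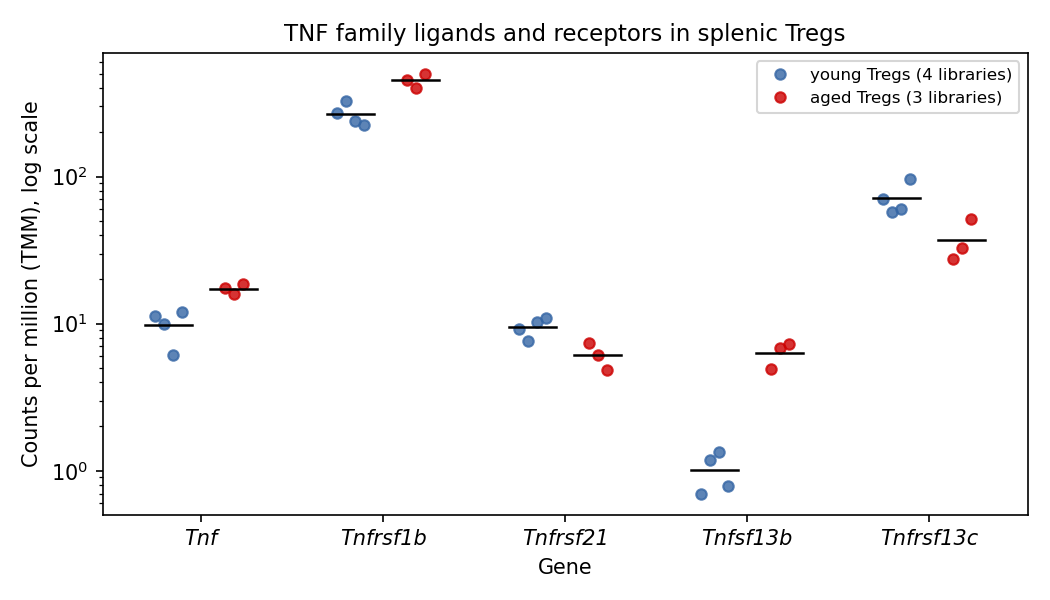
CPM of Tnf, Tnfrsf1b, Tnfrsf21, Tnfsf13b and Tnfrsf13c (vertical axis, log scale) in each library, with young Tregs in blue, aged Tregs in red and the group mean as a black line. The 3 aged libraries lie above the 4 young ones for Tnf, Tnfrsf1b and Tnfsf13b and below them for Tnfrsf21 and Tnfrsf13c.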

Ligand–receptor interaction analysis confirmed that TNF was paired with upregulated tumor necrosis factor receptor superfamily member (TNFRSF) 1B and downregulated TNFRSF21, while upregulated TNFSF13B was paired with downregulated TNFRSF13C. In addition, increased expressions of transforming growth factor-β1 (TGF-β1) corresponded with downregulated TGF-β1 receptors 1 and 2 (TFGBR1 and TGFBR2). 

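Tgfb1 (ENSMUSG00000002603), at 25687002 to 25705077 on chromosome 7 of GRCm38, was lower in aged Tregs, at 84.4 ± 7.34 CPM (SD, n = 3) against 139.7 ± 6.04 CPM (SD, n = 4) in young Tregs. The log2 fold change was -0.73 (standard error 0.0945, adjusted p = 0.00241 from edgeR's quasi-likelihood test) and lay between -0.79 and -0.67 when each library was left out in turn. In the authors' deposited table it was -0.75 (adjusted p = 4.98e-09). Transcripts of both receptors were also lower. Tgfbr1, on chromosome 4 from 47353222 to 47414931, had a log2 fold change of -0.37 (standard error 0.102, adjusted p = 0.0419), which was called in 1 of the 7 fits that left out one library. Tgfbr2, on chromosome 9 from 116084293 to 116175360, had a log2 fold change of -0.53 (standard error 0.115, adjusted p = 0.0177), called in 4 of those 7 fits.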

Interleukin (IL)-1β, IL-12, and IL-17 were paired with IL-1 receptor2 (IL-1R2), IL-12 receptor B1 (IL12B1), and IL-17 receptor (IL17RA), respectively. 

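Il1b (ENSMUSG00000027398), at 129364570 to 129371139 on chromosome 2 of GRCm38, rose from 8.80 ± 3.38 CPM (SD, n = 4) in young to 82.3 ± 28.1 CPM (SD, n = 3) in aged Tregs, a log2 fold change of 3.23 (standard error 0.329, adjusted p = 0.0011 from edgeR's quasi-likelihood test). Il1r2, on chromosome 1 from 40074079 to 40125231, rose by a log2 fold change of 3.88 (standard error 0.282, adjusted p = 0.00033). Il12a had a log2 fold change of -1.25 (standard error 0.301, adjusted p = 0.0259) and was called in 3 of the 7 fits that each left out one library. Il12b had a log2 fold change of 2.30 (standard error 0.713, adjusted p = 0.0599) and was not called. It was at 4.54 CPM in aged replicate 1, and at 0.403 CPM in aged replicate 2, within the young range of 0.175 to 0.79 CPM. Its call changed with the setting, with 3 calls in 12 alternatives and adjusted p-values from 0.0116 to 0.313. Il12rb1, on chromosome 8 from 70808449 to 70821424, rose by 0.62 (standard error 0.109, adjusted p = 0.0083). Il17a was read 10, 7 and 5 times in the aged and 0, 1, 1 and 0 times in the young libraries. It was under the filter on low counts. Against the limit of 3 counts it was at least 2.97-fold higher in aged Tregs. Il17ra, on chromosome 6 from 120463247 to 120487559, fell from 208.8 ± 6.8 CPM (SD, n = 4) to 129.5 ± 13.4 CPM (SD, n = 3), a log2 fold change of -0.69 (standard error 0.1, adjusted p = 0.00365), and its log2 fold change stayed between -0.77 and -0.62 whichever library was left out.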

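Ccl3 (ENSMUSG00000000982), at 83647844 to 83649355 on chromosome 11 of GRCm38, was at 6.12, 2.01 and 8.70 CPM in aged replicates 1 to 3, and at 2.01 to 2.53 CPM in the young libraries. Its log2 fold change of 1.36 (standard error 0.42) had an adjusted p of 0.059 from edgeR's quasi-likelihood test. Without aged replicate 2, the log2 fold change was 1.75 (adjusted p = 0.00572), and without aged replicate 3 it was 0.90 (adjusted p = 0.221). Ccr3 and Ccr4, both on chromosome 9, were lower in each aged library than in each young one, but neither was called. For Ccr3 the log2 fold change was -0.57 (standard error 0.169, adjusted p = 0.0513), and for Ccr4 it was -0.67 (standard error 0.222, adjusted p = 0.073). The calls of both changed with the test, since DESeq2 gave adjusted p-values of 0.03 and 0.0175, in ranges over the alternatives of 0.03 to 0.202 and 0.0175 to 0.156. Ccr1, on chromosome 9 from 123962124 to 123968692, rose by 2.39 on the log2 scale (standard error 0.28, adjusted p = 0.00159). With the mean log2 CPM of neutrophil genes in the model, its log2 fold change was 1.71.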

C–C motif ligand (CCL) 3 was paired with downregulated C–C motif chemokine receptor (CCR) 3 and CCR4, as well as upregulated CCR1 and CCR5. CCL4 was paired with downregulated CCR4 and upregulated CCR1, CCR5, and CCR8 (Fig. 3C).

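Ccl4 (ENSMUSG00000018930), at 83662584 to 83664683 on chromosome 11 of GRCm38, rose from 1.2 ± 0.293 CPM (SD, n = 4) in young to 3.58 ± 1.30 CPM (SD, n = 3) in aged Tregs. The log2 fold change was 1.58 (standard error 0.327, adjusted p = 0.0152 from edgeR's quasi-likelihood test), with 11 to 54 counts in a library, and the call was lost only without aged replicate 3 (adjusted p = 0.0565) among the fits that left out one library. Ccr8, on chromosome 9 from 120092114 to 120094906, was at 47.15 ± 6.11 CPM (SD, n = 3) in aged and 22.6 ± 10.6 CPM (SD, n = 4) in young Tregs. Its log2 fold change of 1.06 (standard error 0.313) had an adjusted p of 0.0508. Young replicate 2 held 37.6 CPM and the other young libraries 12.8 to 21.3 CPM, and without young replicate 2 the log2 fold change was 1.43 (adjusted p = 0.00478).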

**Fig. 3:**
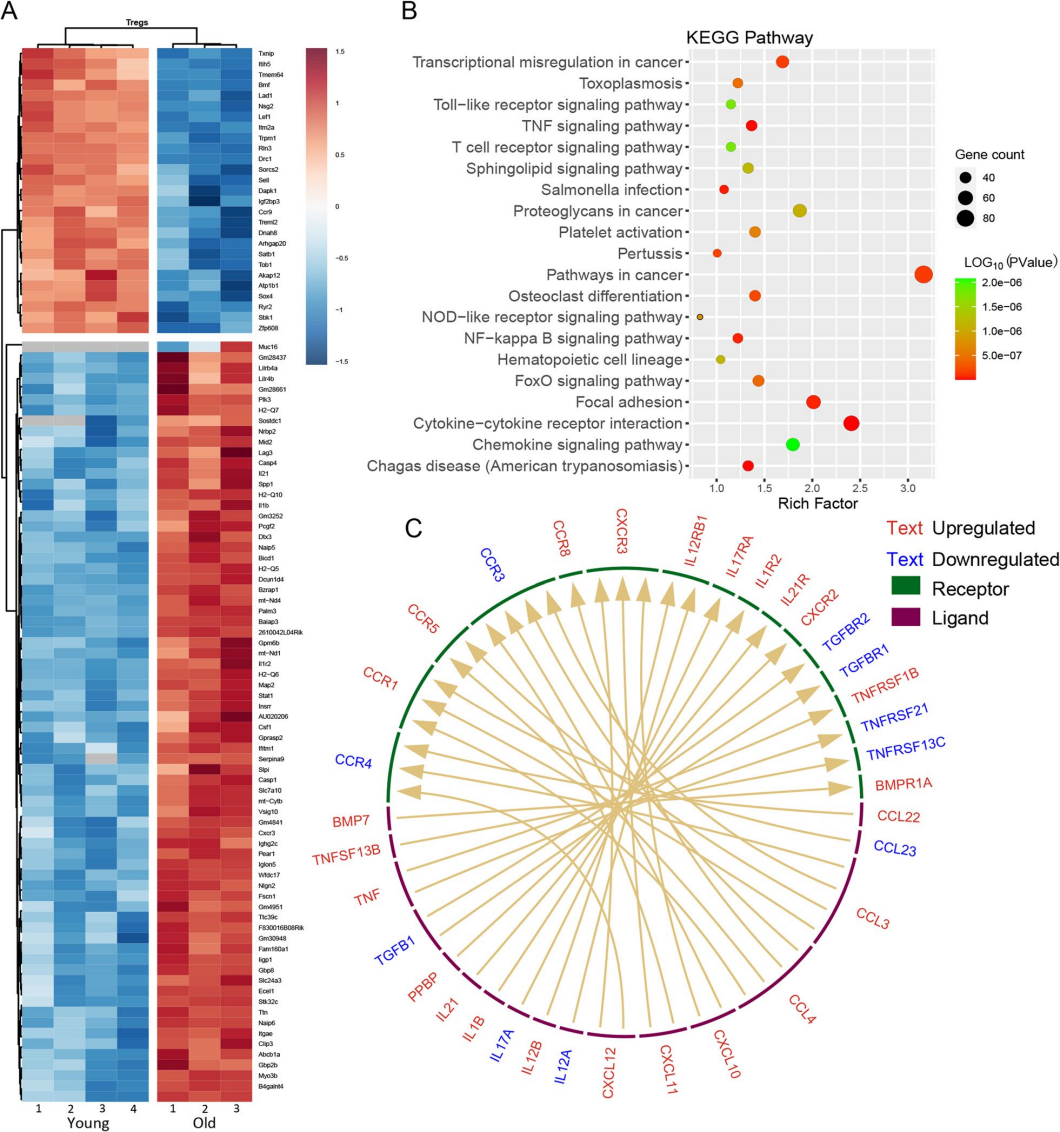
Aging changes Tregs function. **A** Heatmap of top 100 DEGs in splenic Tregs. **B** Top 20 pathways of DEGs in KEGG analysis. **C** Cytokine–cytokine receptor interactions prediction network with DEGs. Upregulated genes in red and downregulated genes in blue. Arrow links ligand and its pertinent receptors

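All 98 genes whose symbols could be read in Fig. 3A were called in the direction shown, 71 higher and 27 lower in aged Tregs. Since the study chose these genes on the same libraries, this is not independent evidence, and the count of 98 adjusted over the list alone is not either. Their log2 fold changes ran from 1.03 to 10.2 for the genes shown as higher and from -5.74 to -1.13 for those shown as lower. The largest adjusted p-values were 0.00435 and 0.00177, in that order (edgeR's quasi-likelihood test). The value of 10.2 is a fitted one, that of Muc16, whose lowest count in a library was 0. It was not bounded at the limit of 3 counts, so its size is uncertain. When only genes with at least 10 counts in every library were tested, 18 of the 98 were left out by that filter, and the other 80 were all called in the direction shown.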

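Of the 34 genes read in Fig. 3C, 33 were found by symbol in the deposited table (Ccl23 was not), and 31 passed the filter on low counts. In the direction that the colours show, 24 were called with an adjusted p under 0.05 over all genes tested, 30 adjusted over the list alone, and 31 in the authors' deposited table. The study chose these genes on the same libraries, so the count over the list alone is not independent evidence. The count fell to 15 of the network genes without aged replicate 3. Among the 31 genes that passed the filter, Il21 had the largest rise, with a log2 fold change of 4.09 (standard error 0.342, adjusted p = 0.000529). It went from 0.545 ± 0.136 CPM (SD, n = 4) in young to 9.54 ± 3.70 CPM (SD, n = 3) in aged Tregs. Ppbp, a platelet chemokine gene, rose by 1.80 on the log2 scale (adjusted p = 0.0213), and by 0.50 (adjusted p = 0.72) with the mean log2 CPM of the other platelet genes in the model, in which 210 genes were called in all. Cxcr2 rose by 1.92 (adjusted p = 0.00993), and by 1.08 (adjusted p = 0.0664) with that of the other neutrophil genes in the model. From the abundant DEGs and the altered responses to stimuli in flow cytometry, the paper concludes that aging modified the function of Tregs.

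**Figure D2:**
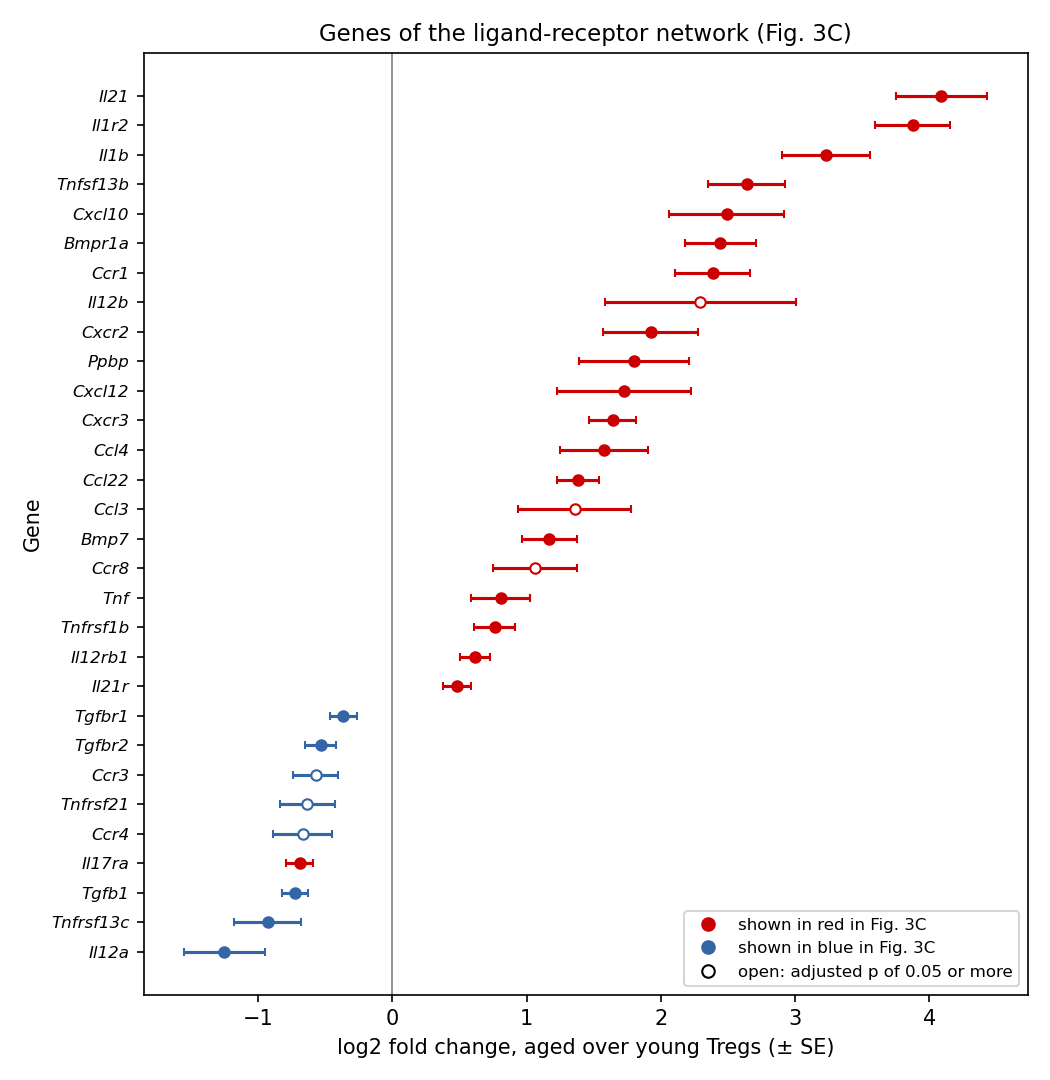
Log2 fold change of aged over young Tregs (horizontal axis) with its standard error for 30 of the 31 genes of Fig. 3C that were tested, in red or blue as in Fig. 3C, with open symbols for the 6 genes that were not called. Of the genes plotted, 21 lie above 0 and 9 below, and Il17ra is red and below 0.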

Flow cytometry revealed that aged mice had higher counts of CD4+CD25+Foxp3+ Tregs and CD4+CD25-Foxp3+ cells than their young counterparts. Under the basal condition, compared with young mice, aged mice had increased protein expressions of 5′-nucleotidase (5′-NT), CCR4, IL-10, ectonucleoside triphosphate diphosphohydrolase 1 (NTPDase 1), programmed cell death protein 1 (PD-1), and TNFRSF18, reduced expressions of interferon regulatory factor-4 (IRF-4) and leucine-rich repeat-containing 32 (LRRC32), and unchanged expressions of cytotoxic T-lymphocyte protein 4 (CTLA-4), IL-2, zinc finger protein Helios, lymphocyte activation gene 3 protein (LAG-3), and TNFRSF4. Combined stimulation of PMA and ionomycin induced comparable expressions of CCR4, CTLA-4, Granzyme B, IRF-4, LRRC32, and TNFRSF18 in Tregs of both young and old mice. The stimulation did not increase 5′-NT, NTPDase 1, IL-10, Perforin-1, TGF-β1, or TNFRSF4 protein expressions in the aged Tregs. The simulation significantly increased IL-2 expression in aged, but not in young, ones (Fig. 4, Additional file 1: Fig. S5).

**Fig. 4:**
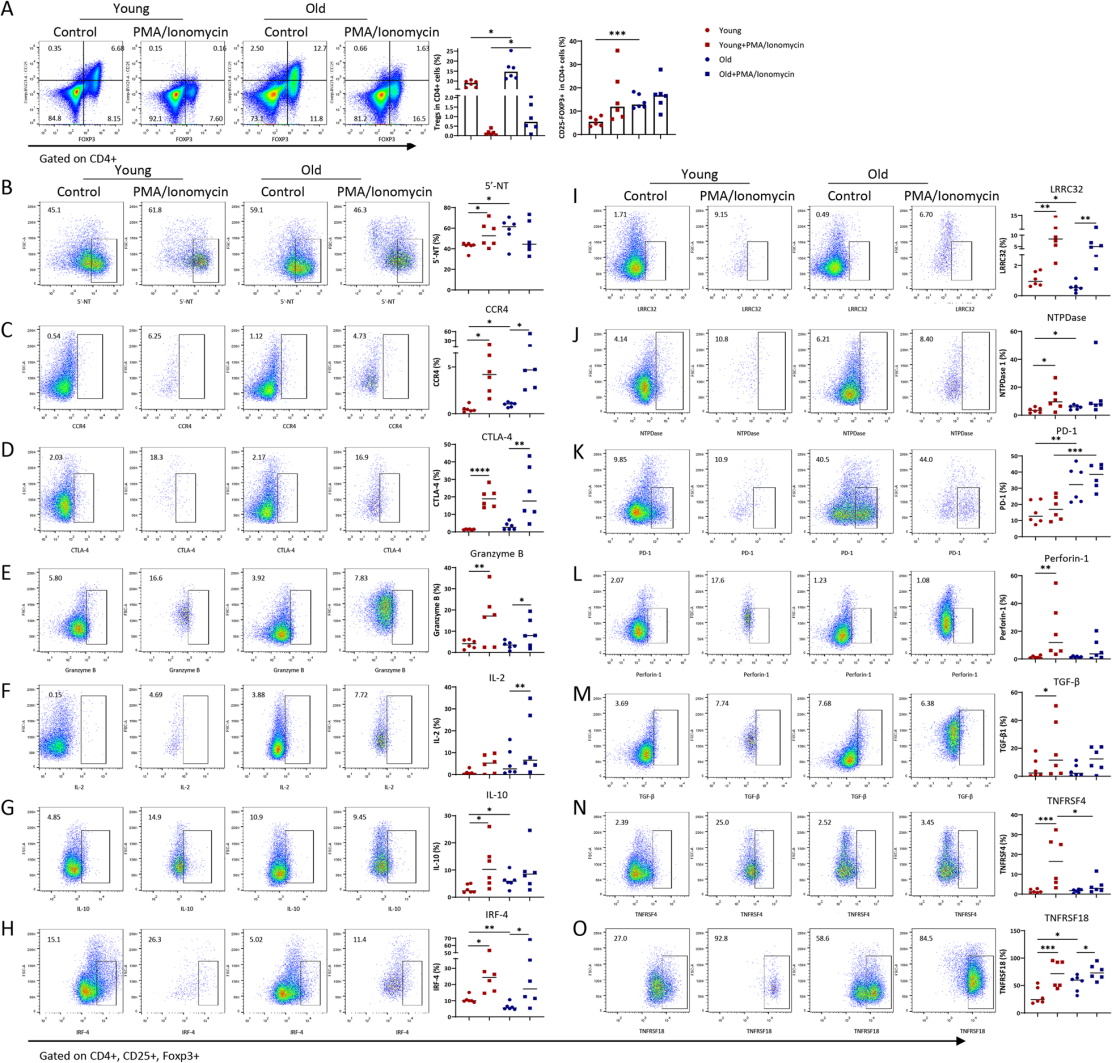
Changes of candidate proteins in Tregs under basal and stimulated conditions. **A** Tregs and CD25-Foxp3 cells proportion in CD4^+^ cells. Changes of candidate proteins **B** 5-NT, **C** CCR4, **D** CTLA-4, **E** GranzymeB, **F** IL-2, **G** IL-10, **H** IRF-4, **I** LRRC32, **J** NTPDase, **K** PD-1, **L** Perforin-1, **M** TGF-β, **N** TNFRSF4, and **O** TNFRSF18 in Tregs under basal and stimulated conditions. *P < 0.05 *n* = 6

### Blocking the CD25 molecule improves cognitive function in aged mice subjected to surgery

Taken together with data on Tregs dysfunction in aged mice and their impaired cognitive performance, it is plausible that Tregs play a role in the occurrence of POCD in aged mice. To further study the participation of Tregs in POCD, the anti-CD25 antibody was applied in aged mice [31, 32]. Blockade of CD25 did not affect the body weight or general condition in aged mice (Additional file 1: Fig. S6).

Blocking CD25 reduced the escape latency in aged mice compared with those administered with the isotopic antibody (Fig. 5A). In the Morris test, administration with the anti-CD25 antibody significantly increased crossing counts in the target platform than those with the isotopic antibody (Fig. 5B, C).

**Fig. 5:**
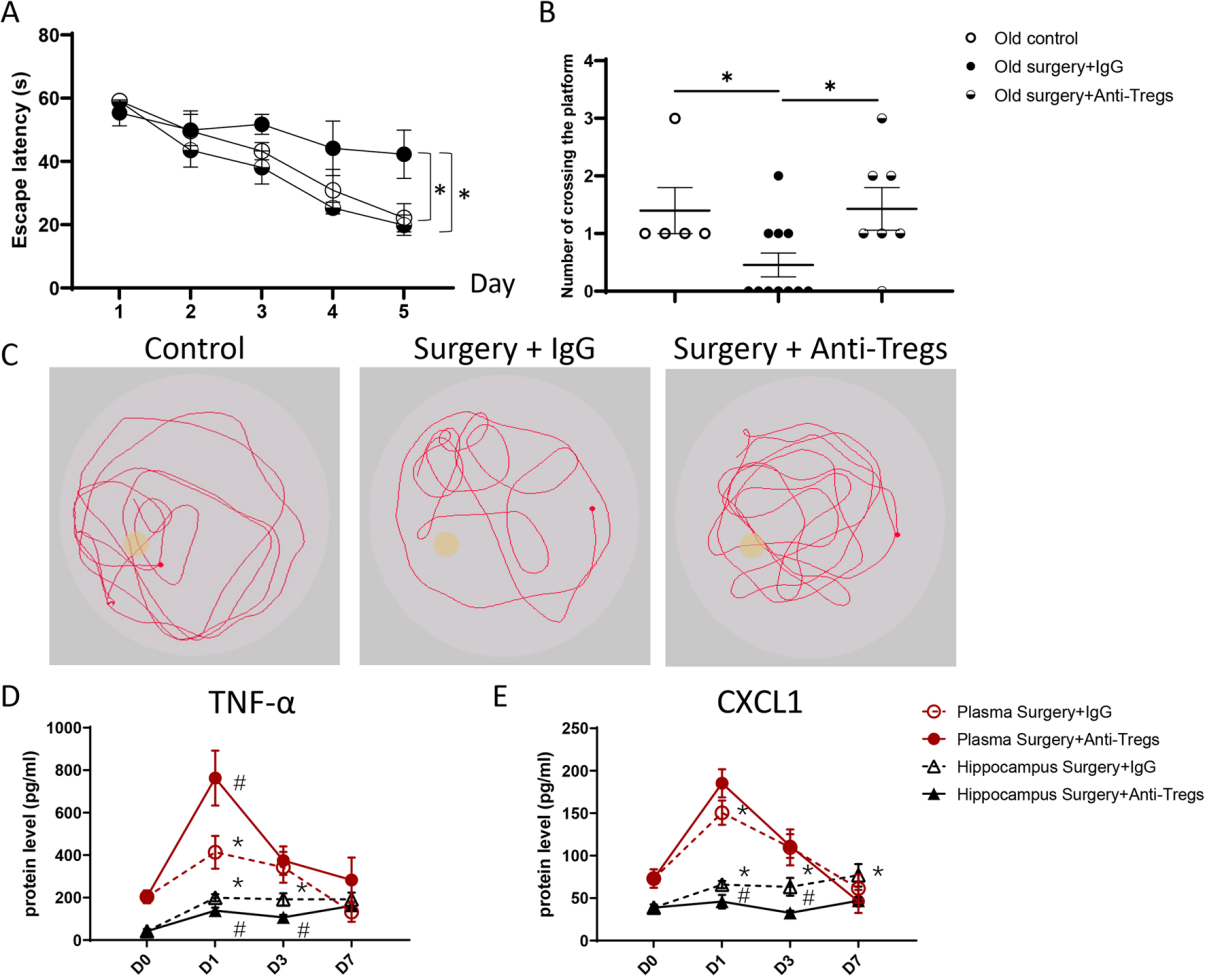
Tregs ablation restores POCD in aged mice. **A** Escape latency in mice. **B** Number of crossing the target platform. **C** Representative tracing in the swimming pool on the test day (D8). **D** Protein expression of TNF-α of mice plasma and hippocampi after the surgery. **E** Protein expression of CXCL1 of mice plasma and hippocampi after the surgery *P < 0.05 vs. D0, ^#^*P* < 0.05 vs. Surgery + IgG on the same day. *n* = 5–11

The surgery transiently increased plasma levels of IL-1β, IL-6, IL-10, TNF-α, granulocyte–macrophage colony-stimulating factor (GM-CSF), interferon-γ (IFN-γ), CCL2 and C–X–C motif chemokine 1 (CXCL1) expression on day 1. Blockade of the CD25 epitope increased plasma TNF-α level when compared with the isotopic antibody, but did not affect plasma levels of other inflammatory factors (Fig. 5D, E. Additional file 1: Fig. S7).

In mouse hippocampus, the surgery significantly and consistently increased IL-3, IL-4, IL-5, IL-6, IL-10, IL-12, IL-17, TNF-α, GM-CSF, IFN-γ, CCL2, CCL3 and CXCL1 levels. Blockade of the CD25 epitope partially reduced IL-3, TNF-α, and CXCL1 levels in the hippocampus of aged mice but did not affect levels of other inflammatory factors (Fig. 5D, E, Additional file 1: Fig. S7).

Fluorescent signals of Tregs, CD4, CD25, or Foxp3, were not detected in the brain in young or aged mice subjected to the surgery (Additional file 1: Fig. S3).

BBB permeability was evaluated by fluorescent signals of low-molecule dextran in hippocampi. The signal of low-molecular dextran was observed in the hippocampus of aged mice subjected to the surgery. Compared with isotopic antibody administration, CD25 blockade significantly reduced the fluorescent signals (Fig. 6A). The junction protein, claudin1 and claudin5, were co-localized with CD31+ endothelial cells in the CA3 region of the hippocampus. The surgery significantly reduced the protein presence of junction proteins in mice administrated with the isotype antibody. Compared to the isotope antibody group, CD25 blockade significantly increased the protein presence of claudin1 and claudin5 (Fig. 6B, C).

**Fig. 6:**
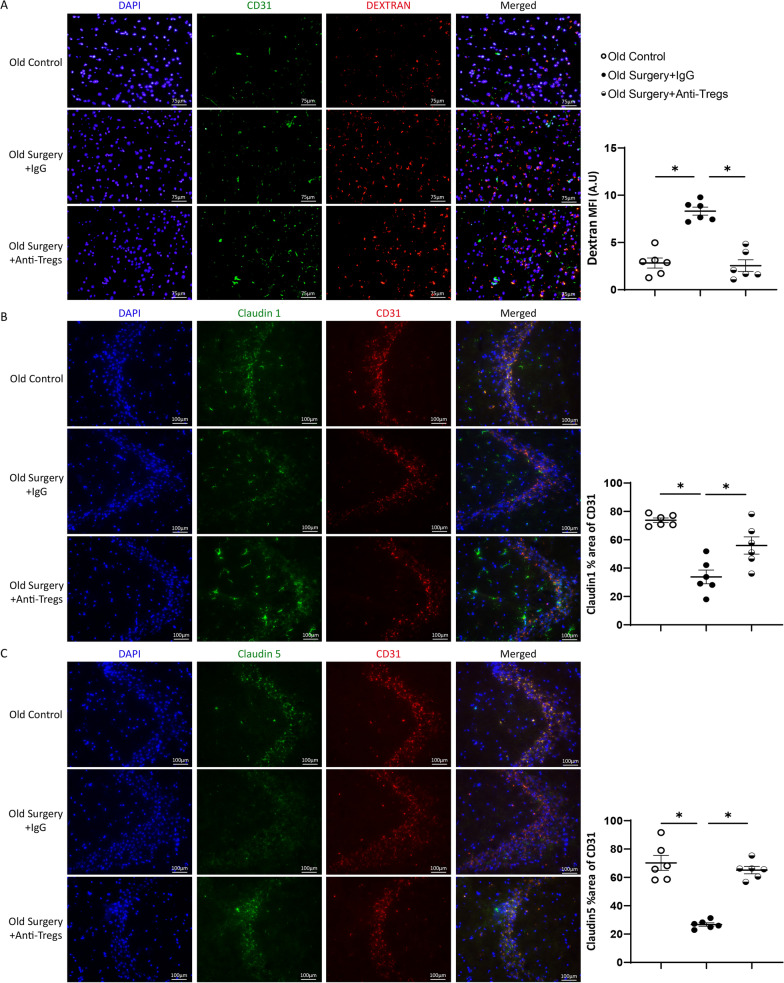
Tregs ablation restores the structure of the blood–brain barrier in aged mice. **A** Fluorescence signals and quantification of 40 kDa dextran in the mouse hippocampus. DAPI labeled the nuclei (blue), CD31 labeled endothelial cells (green), and dextran stained red (Texas red). Immunofluorescence signals and quantification of claudin1 (**B**) and claudin5 (**C**) in the CA3 region of the hippocampus. DAPI labeled the nuclei (blue), CD31 labeled endothelial cells (red), claudin1 or claudin5 stained green. Magnification, ×200, *P < 0.05 *n* = 6

## Discussion

The present study reports that aging deteriorates Tregs function and impacts mice cognition when subjected to the surgery of internal fixation of tibial fractures. The surgery-associated cognitive impairment in aged mice contributes to the disruption of the blood–brain barrier and enhanced sterile inflammation in the central nervous system. Blocking the CD25 epitope protects the blood–brain barrier, downregulates inflammation in the hippocampus, and restores cognitive function.

Taken into consideration that aged mice had worse cognition than young mice [2, 25], the present study reported that surgery further deteriorates cognitive function in aged mice, supporting the notion that surgery, as an exogenous stimulus, is a potential risk of cognitive dysfunction in the geriatric population [33, 34]. The involvement of Tregs in the development of cognitive impairment was first reported in 2006 [35]. Tregs function was modified by aging, as shown by the abundant differently expressed genes which have extensive involvement in biological processes and the altered responses to stimuli in flow cytometry examination. Together with increased counts of peripheral Tregs upon the surgery, the findings imply that aged Tregs participate in the development of cognitive dysfunction [36, 37]. Indeed, transfusion with young Tregs partially restores cognition in aged mice. Noted, blocking the CD25 epitope [38], the characteristic marker of Tregs, improved cognitive function in aged mice. Thus, the present study provides substantial evidence that aged Tregs are critical to cognitive dysfunction.

Based on the DEGs of aged Tregs and the associated dysfunction from FACS study, aged Tregs are detrimental, especially challenged under pathological conditions. Tregs-mediated immune suppression includes cytolysis, metabolic disruption, and secretion of anti-inflammatory cytokines [39]. Both NTPDase 1 and 5′-NT are cell-surface proteins, in which NTPDase 1 hydrolyzes extracellular ATP and ADP to AMP [40], and 5′-NT converts AMP to anti-inflammatory adenosine [41]. Although aged Tregs had compensatory higher expressions of NTPDase 1 and 5′-NT under the basal condition, the nonresponsiveness of these two molecules in the stimulated state reinforces the incompetence of aged Tregs [41–43].

Tregs participate in cytolysis through Granzyme B and Perforin-1. In the present study, aged Tregs did not increase Perforin-1 expression in response to the stimuli, although Granzyme B expressions were comparable to that of young Tregs, suggesting that the cytotoxic effects of aged Tregs are also blunted [39].

Aged Tregs did not produce stimulated TGF-β1 [44], despite its key regulator LRRC32 was upregulated [45]. Together with the unresponsiveness of IL-10 in aged mice, the present results confirmed the impairment of Tregs in aged mice [46].

Both CTLA-4 and PD-1 are immune checkpoint proteins. Loss of CTLA-4 results in massive lymphocyte proliferation [47]. Increased PD-1 expression exhausts T-cell function [48, 49]. Aged Tregs had increased expression of PD-1 under both basal and stimulated conditions, implying the detrimental role of aged Tregs.

In addition, IL-2 production was higher in stimulated aged Tregs, suggesting that aged Tregs possess pro-inflammatory features. In line, aged Tregs had reduced basal expressions of IRF-4 and increased stimulated CCR4 expression in flow cytometry examination. CCR4 is a critical receptor for chemokines, and IRF-4 is associated with enhanced immunosuppression and differentiation of effector Tregs [50] via regulating IL-17, IL-21 [51], and IL-4 [52] production.

The strategy of CD25 blockade has been used to investigate the role of Treg in renal ischemia–reperfusion injury [53], pancreatic intraepithelial neoplasms [38], and mesothelioma model [54]. In the present study, blocking CD25 increased the plasma TNF-α level in aged mice subjected to the surgery, confirming the immunosuppressive role of Tregs in the circulating immune system. Three TNF receptor superfamily members were identified in the RNA sequencing analyses, including TNFRSF1B, TNFRSF21, and TNFRSF13C. 

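Among the 19 genes with a Tnfrsf symbol that were tested, 3 were DEGs, and 10 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Besides Tnfrsf1b and Tnfrsf13c, Tnfrsf9, which encodes 4-1BB, was called, with 213 ± 55.2 CPM (SD, n = 3) in aged and 121 ± 23.5 CPM (SD, n = 4) in young Tregs, a log2 fold change of 0.81 (standard error 0.198, adjusted p = 0.027). Tnfrsf9 was named after its values were seen.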

TNFRSF1B, also known as TNFR2, is strictly expressed in neurons, oligodendrocytes, myeloid-derived suppressor cells, Tregs, and monocytes [55–59]. TNFRSF1B mediates Tregs proliferation and function [60, 61]. Thus, the upregulated expression of TNFRSF1B exacerbates inflammatory responses [62–64]. TNFRSF21 is involved in regulating T helper cells, while TNFRSF13C regulates B cells. Furthermore, the increased basal expression of TNFRSF18 and nonresponsiveness of TNFRSF4 in aged Tregs in flow cytometry study indicate that the immunosuppressive effects of Tregs on inflammatory responses are compromised, since TNFRSF18 [65] and TNFRSF4 [66] are responsible for the Tregs suppression and differentiation [67].

Indeed, the surgery transiently increased plasma levels of inflammatory factors, supporting that the surgery per se is an inflammatory stimulus for patients. However, hippocampal levels of TNF-α, CXCL1, IL-1, IL-3, IL-4, IL-5, IL-6, IL-10, IL-12, and IL-17 were maintained at higher levels, indicating that the immune status in the CNS is not synchronized. The increased levels of cytokines in the hippocampus confirmed that enhanced inflammation is a crucial player in POCD. More important, the protracted inflammatory responses in the hippocampus partially explain the prolonged cognitive impairment in senile patients subjected to surgeries. The presence of Tregs in the central nervous system has been reported in mice after ischemic stroke [19] and in mice with experimental autoimmune encephalomyelitis [68]. Nevertheless, Tregs were not detected in the hippocampus in the present study. Therefore, the divergent changes of cytokines in the present study are probably attributed to the anatomic structure of the blood–brain barrier.

The blood–brain barrier provides primary protection by limiting the solutes in the circulating blood to the extracellular fluid of the central nervous system. In the present study, the increased signals of low-molecule dextran and reduced presence of tight junction proteins in aged mice following the surgery confirm the blood–brain barrier disruption. Treatment of the CD25 antibody restored the protein presence of junction proteins, leading to reduced TNF-α and CXCL1 levels in the hippocampus. The reduced levels of inflammatory factors in mice hippocampi, especially TNF-α, reinforce the crucial role of TNF-α and its pertinent receptors in aged Tregs in POCD [69, 70]. It further demonstrates that Tregs blockade results in cognition-protective effects through modulating TNF-α levels and BBB structures in the hippocampus in aged mice challenged with surgery. Thus, screening for protective substances produced by the blockade of the CD25 molecule and dissecting the mechanisms underlying the upregulation of endothelial junction proteins would enhance our understanding of the connection between immune status in circulating blood and the central nervous system.

In addition, CD4+CD25-Foxp3+ cells, another suppressive group of lymphocytes [71], were also accumulated in aged mice. The involvement of CD4+CD25-Foxp3+ cells in surgery-associated cognitive dysfunction has not been reported and deserves further investigation.

In the present study, transfusion with young Tregs improved swimming velocity in aged mice. The heterochronic parabiosis of young cells in aged mice has been extensively studied [72, 73]. In a mouse model of human Duchenne muscular dystrophy, muscle injury and inflammation is mitigated by Tregs expansion, but exacerbated by Treg depletion [74]. The graft Tregs-exerted protection is probably attributed to tissue repair by acting on parenchymal cells directly [73, 75–77].

In conclusion, surgery-associated cognitive decline in aged mice is attributed to Tregs dysfunction. Blocking the CD25 molecule protects the blood–brain barrier, downregulates inflammation in the hippocampus, and restores cognitive function in aged mice. The results of the present study provide a therapeutic strategy for postoperative cognitive dysfunction in the geriatric population.

## Supplementary Information

**Additional file 1: Figure S1.** Four shots of ATRA significantly increased counts of splenic CD4+CD25+Foxp3+ Tregs but had lethal effects on aged ones. **Figure S2.** Verification of isolated Tregs by the Regulatory T Cell Isolation Kit. **Figure S3.** Tregs from Foxp3^YFP^ mice were injected into aged mice via tail vein subjected to the surgery. **Figure S4.** Swimming velocity documented in the Morris maze test. **Figure S5.** Changes of LAG-3 (A) and HELIOS (B) proteins in Tregs under basal and stimulated conditions in flow cytometry. **Figure S6.** Bodyweight of mice with Tregs ablation. **Figure S7.** Cytokines expressions in plasma and hippocampus of mice with Tregs ablation.

## Data Availability

The RNA-sequencing data produced in the present study were uploaded to the NCBI–GEO database. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208231.

# Supplementary material for: Tregs dysfunction aggravates postoperative cognitive impairment in aged mice
**Source:** J Neuroinflammation. 2023 Mar 17;20:75. doi: 10.1186/s12974-023-02760-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Four shots of ATRA significantly increased counts of splenic CD4+CD25+Foxp3+ Tregs but had lethal effects on aged ones. Figure S2. Verification of isolated Tregs by the Regulatory T Cell Isolation Kit. Figure S3. Tregs from Foxp3YFP mice were injected into aged mice via tail vein subjected to the surgery. Figure S4. Swimming velocity documented in the Morris maze test. Figure S5. Changes of LAG-3 (A) and HELIOS (B) proteins in Tregs under basal and stimulated conditions in flow cytometry. Figure S6. Bodyweight of mice with Tregs ablation. Figure S7. Cytokines expressions in plasma and hippocampus of mice with Tregs ablation.

Tregs dysfunction aggravates postoperative cognitive impairment in aged mice

Yile Zhou^1*^, Huihui Ju^1*^, Yan Hu^1*^, Tingting Li^2 3^, Zhouyi Chen^1^, Yuan Si^4^, Xia Sun^5^, Yi Shi^2 3^, Hao Fang^1 4^

These authors contributed to the study equally.

Dr. Yi Shi

Dr. Xia Sun

Additional Figure S1

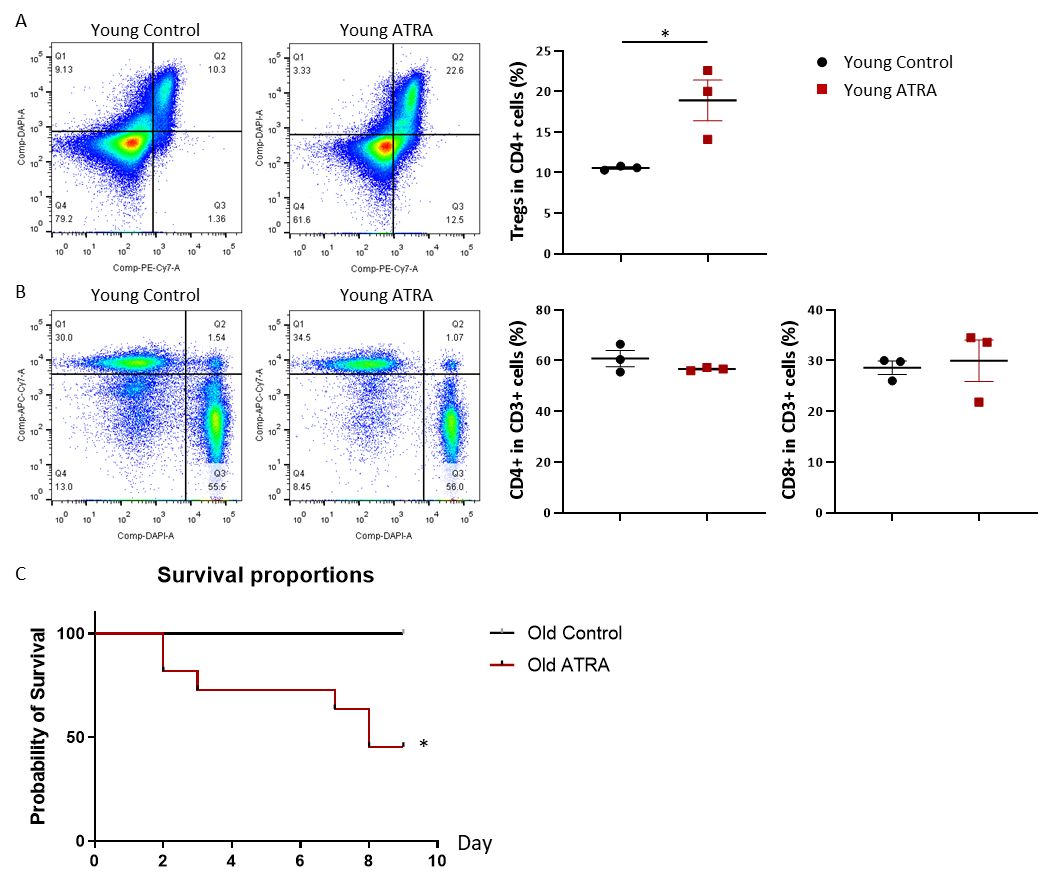

Additional Figure S1. Four shots of ATRA significantly increased counts of splenic CD4+CD25+Foxp3+ Tregs but had lethal effects on aged ones. A. ATRA increased peripheral Tregs in young mice. DAPI: CD25, PE-Cy7: Foxp3. B. ATRA failed to increase CD4 or CD8 cells in young mice. APC-Cy7: CD8, DAPI: CD4. C. ATRA had lethal effects on aged mice. About 50% of mice (n=9) were dead after four shots of ATRA (4 mg/kg), and the remaining mice did not survive after the surgery

Additional Figure S2

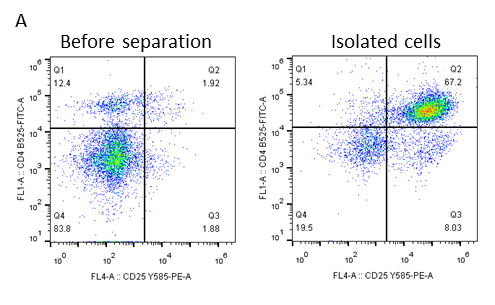

Additional Figure S2. Verification of isolated Tregs by the Regulatory T Cell Isolation Kit.

Additional Figure S3

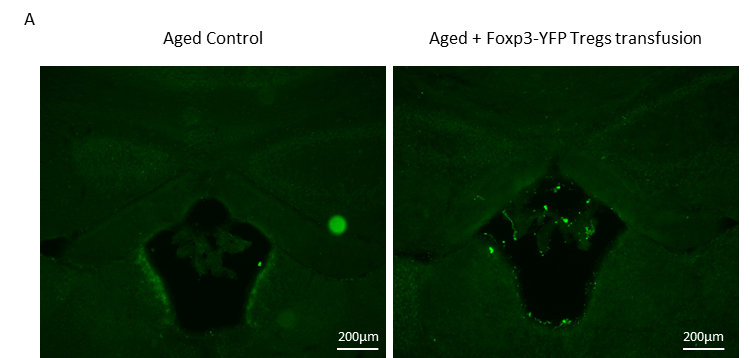

Additional Figure S3. Tregs from Foxp3^YFP^ mice were injected into aged mice via tail vein subjected to the surgery. The YFP signal was detected in the choroid plexus, but not the hippocampi of the mice. Green: YFP. Magnification, 100×.

Additional Figure S4

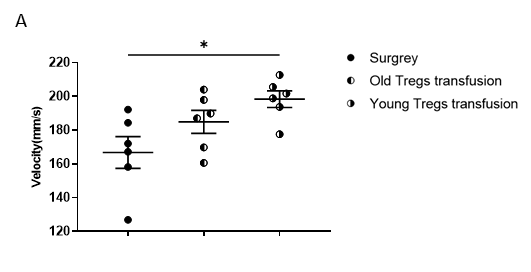

Additional Figure S4. Swimming velocity documented in the Morris maze test. P<0.05 n=6

Additional Figure S5

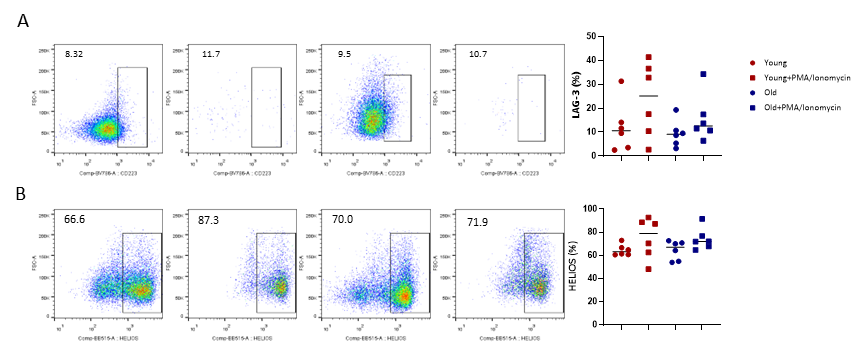

Additional Figure S5. Changes of LAG-3 (A) and HELIOS (B) proteins in Tregs under basal and stimulated conditions in flow cytometry.

Additional Figure S6

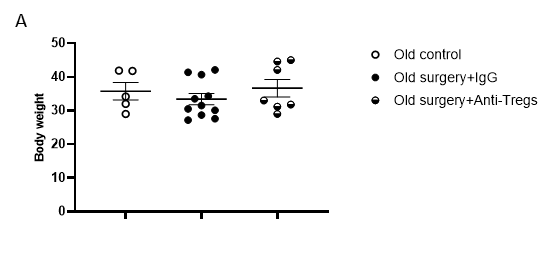

Additional Figure S6. Bodyweight of mice with Tregs ablation. n=5-11

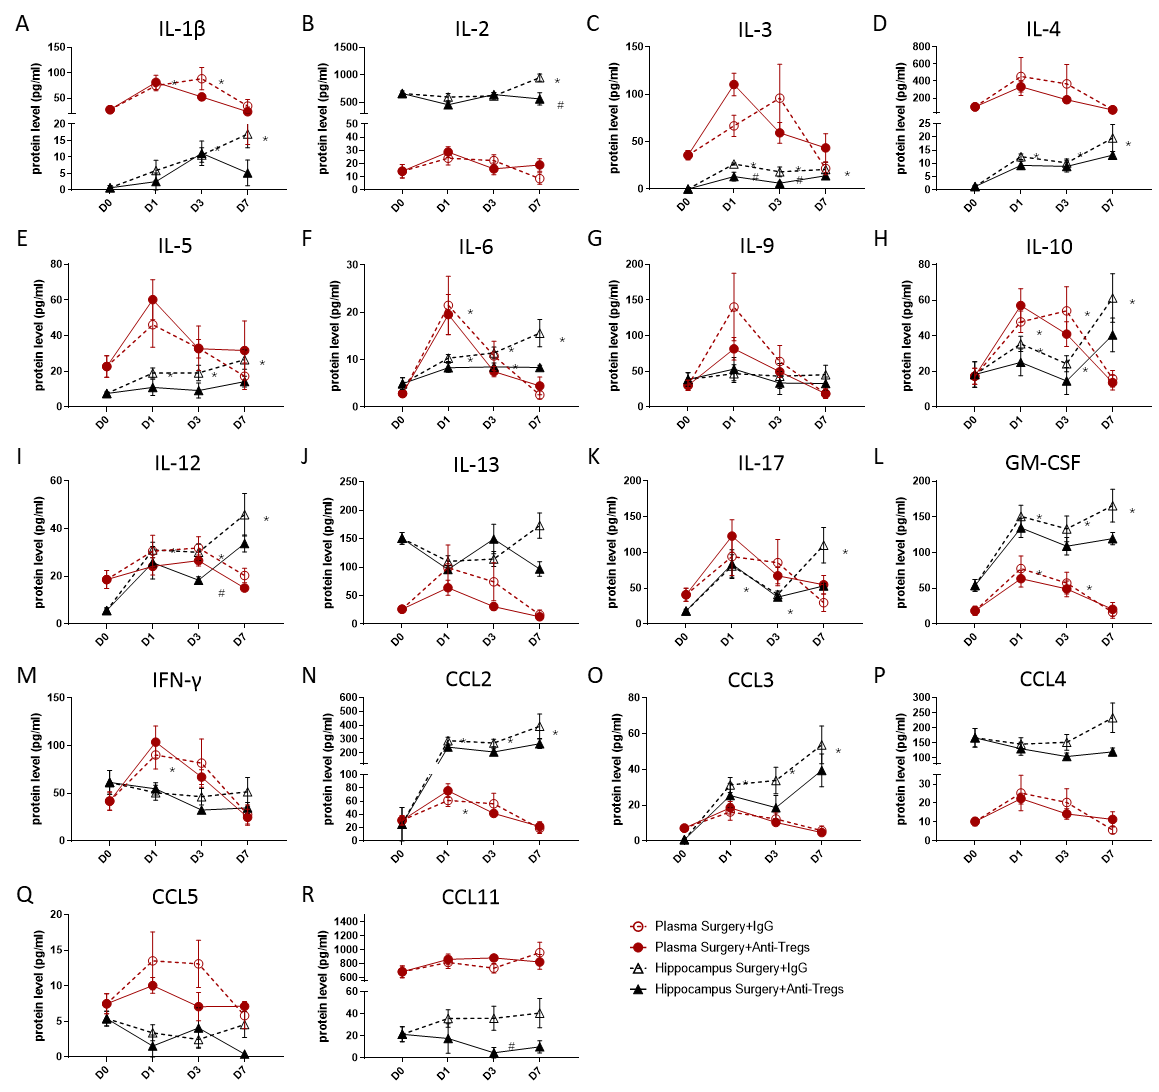
Additional Figure S7

Additional Figure S7. Cytokines expressions in plasma and hippocampus of mice with Tregs ablation. * P<0.05 vs. D0, # P<0.05 vs. Surgery+IgG on the same day. n=6

How the deposited data were processed for this re-analysis (not part of the article)

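RNA-sequencing of splenic CD4+CD25+ cells isolated with magnetic beads from 3 aged and 4 young mice (biological replicates) was analysed. The flow cytometry, behavioural, cytokine and imaging experiments of the paper were not analysed here.

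The authors deposited, for each library, raw read counts per Ensembl gene. Tables of this layout come from HTSeq-count (union mode, without strand, by their naming). The lines for reads on no gene or on several genes were left out of library sizes and tests. They held 13.1% to 20.9% of the reads. The authors also deposited one table for the series, with 25469 genes that have a count in at least 1 library. The authors had made its signal values before they deposited them by dividing each gene count by one size factor per library, and the deposited signal was checked to equal the count over a constant in each library. It also holds the authors' log2 fold change and its standard error on the log2 scale, and the authors' p-value and adjusted p-value, under the column names of DESeq2. The paper's methods name limma for DEGs. The table's mean over all samples and its test statistic, 2 further columns, were not used. The aligner, its version, the genome build and the annotation are not named in the paper's text. Because strand was not used, reads where genes overlap on either strand were left out. Genes with near-identical copies lose reads that align to several places. Gene symbols were taken from the deposited table. Coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl gene identifier, which may not be the build the authors used.

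Gene counts per library were 10734234 to 13649310. A count of 3, taken as the limit of detection, is 0.22 to 0.279 CPM. Limits and sampling noise cover counting error only, because the cDNA carries no molecular identifiers. For the named genes, a fold against a group whose libraries are all at or under 3 counts is given as a lower bound. The range of log2 fold changes over the genes of Fig. 3A holds fitted values without such bounds.

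Aged and young Tregs were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, filterByExpr by group, no covariate), and p-values were adjusted by the Benjamini-Hochberg method over the 13904 genes tested. A gene was called a DEG with an adjusted p-value under 0.05. Standard errors were taken as the log2 fold change over the root of the F statistic. Counts scaled to library size (CPM) are on the TMM scale, with mean ± SD over the libraries of an age. Exact permutation tests are two-sided. With 3 against 4 libraries their smallest p is 0.0571. Enrichment of 2 families of genes, set by symbol, was tested with Fisher's exact test against all genes tested in the same fit. The membership of KEGG pathways and of the iTALK ligand-receptor lists was not used here. The genes of Fig. 3A and Fig. 3C were read from the figures. Lists of marker genes of 15 cell types or responses (Treg, naive T, effector memory T, T follicular helper, B, plasma, monocyte or macrophage, neutrophil, dendritic, NK, CD8 T, erythroid, platelet, interferon response and cell cycle), were tested with camera (inter-gene correlation 0.01) of limma 3.58.1, and with fry and camera with an estimated correlation as alternatives.

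The genes named in the text, the marker lists, the families and the alternatives below were set before the data were examined. The named genes are the genes of Fig. 3C and of the sentences on ligand-receptor pairs, Cd4, Il2ra and Foxp3, the genes of the proteins in the flow cytometry panels, the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean log2 CPM of 3 or more whose groups did not overlap, and the check genes Xist, Ddx3y, Uty, Kdm5d, Eif2s3y, Nnt and Cdkn2a. Genes of the marker lists and mitochondrial genes are named where they are weighed. Other genes are marked where they are named. Results for some of these genes are not reported.

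The alternatives were DESeq2 1.42.0, limma voom, limma-trend (prior count 2), limma on log2 of the deposited normalized counts with 1 added or with zeros as missing, edgeR with RLE normalization or with library size only, no filter, a filter of at least 10 counts in every library, mitochondrial, immunoglobulin and haemoglobin genes left out before normalization, the replicate number as a block, each library left out in turn, an absolute log2 fold change of at least 1, and a background of genes with a mean log2 CPM of 1 or more. Removal of the GC content and gene length trends of each library, and thinning of all libraries to the smallest total, were added after the data were seen. Every split of the 7 libraries into 3 and 4 was also fitted, 35 in all.

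The tests were checked on simulated counts with 200 changed genes. Each had an absolute log2 fold change of at least 1 and a mean log2 CPM above 1, with noise drawn separately for each count. In the data 2327 genes were called, only 1016 of them with a change of that size, and some genes deviated together. The rates below may therefore not hold for the data. On 13673 genes edgeR recovered 158 of them (79%) with 6 false calls among 164. With no change simulated it made 1 call. DESeq2 recovered 175 with 42 false calls among 217, on 13904 genes, and made 27 calls with no change simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.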

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

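The tests of the neutrophil genes against each other, of B cells, of the immunoglobulin mix, of the mitochondrial genes and of the share of Tregs were chosen only after the result was seen, and the last one replaced a test on the dendritic cell genes. The splits for single lists were added after the splits for the number of DEGs had been seen.

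Neutrophil genes, which the paper does not discuss, were higher in aged Tregs. Their median log2 fold change was 2.00 over 11 genes, all of them higher (1.69 to 2.43), with 5 called. S100a9 was at 973 ± 779 CPM (SD, n = 3) in aged and 181 ± 101 CPM (SD, n = 4) in young Tregs. Much of the rise rested on aged replicate 1, without which the median was 0.887. The list passed the threshold with camera (adjusted p = 2.76e-05), but not with fry (adjusted p = 0.0911) or an estimated correlation (adjusted p = 0.375), and 15 of the 35 splits of the libraries gave as small a p. The genes deviated together between libraries of one age, with a mean pairwise correlation of 0.868, above all of 10000 random lists matched on expression. This is consistent with RNA of neutrophils among the isolated cells, in amounts that vary between libraries. Such RNA explains the rise of Il1b poorly. With the mean log2 CPM of the neutrophil genes in the model, its log2 fold change was 3.37 (adjusted p = 0.0091, quasi-likelihood test). That of Ccr1 was 1.71 (adjusted p = 0.0124), against 2.39 without the score. This does not decide for Ccr1, because the score did not remove the rise of a neutrophil gene either. Cxcr2, itself in the list, kept 1.08 of 1.92 with the other 10 genes in the model (adjusted p = 0.0664). For Ccr1 and Cxcr2, neutrophil RNA cannot be told apart from a change in Tregs. Whether aged spleens yield more neutrophils in the isolate stays open, since 15 of the 35 splits did as well.

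T follicular helper genes had a median log2 fold change of 0.806 over 7 genes tested of 9, all of them higher in aged Tregs, with Il21, Sostdc1, Cxcr5 and Tox2 called. Cxcr5 was at 111 ± 13 CPM (SD, n = 3) in aged and 63.6 ± 5.84 CPM (SD, n = 4) in young Tregs. Of the 7, 2 are among the genes of Fig. 3A. The median lay between 0.706 and 1.05 when each library was left out. The list passed with camera (adjusted p = 6.1e-09) and fry (adjusted p = 0.00093), not with an estimated correlation (adjusted p = 0.0743), and 1 of the 35 splits, the real one, gave as small a p. Removing the GC content and gene length trends of each library left a median of 0.72. A lower share of Tregs in the aged isolates, made up by all other cells alike, would raise all their markers, but these moved apart. A lower share of Tregs made up by some cell types only is not excluded. The neutrophil, plasma cell and platelet lists rose, with medians of 2.00, 1.14 and 0.91, while among the B, CD8 T, NK, dendritic and monocyte or macrophage lists the highest median in any fit without 1 library was 0.175. T follicular helper cells carried through the isolation, follicular Tregs and a change with age within Tregs remain open and were not tested against each other.

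Effector memory T cell genes had a median log2 fold change of 1.12 over 15 genes, 8 of them called and higher, and 0.551 without aged replicate 1. The list passed with camera (adjusted p = 1.74e-07) and fry (adjusted p = 0.0032), not with an estimated correlation (adjusted p = 0.147), and 2 of the 35 splits gave as small a p, so chance is not excluded at 0.05. Naive T cell genes had a median of -1.15 over 11 genes, 10 of them called and lower (camera adjusted p = 3.6e-13, fry adjusted p = 0.00093, estimated correlation adjusted p = 0.0743), and 1 of the 35 splits, the real one, did as well. Without the GC content and gene length trends, the medians were 0.97 and -1.24. A shift from naive-like to effector-like cells with age, within Tregs or among other CD4+CD25+ cells, is a hypothesis that these bulk libraries cannot take further. Of the effector memory and naive genes, 2 and 4 are among those of Fig. 3A, and 1 of the naive genes is in another list.

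Interferon response genes had a median log2 fold change of 0.751 over 16 genes, with 8 called and higher. Of the 16 genes, 2 are among those of Fig. 3A and 1 is in another list. The list passed with camera (adjusted p = 3.1e-07) and fry (adjusted p = 0.00874), not with an estimated correlation (adjusted p = 0.14). In 4 of the 35 splits the p was as small, so chance is not excluded at 0.05. The median was 0.66 after the GC content and gene length trends were removed, and from 0.519 to 0.94 with each library left out. The age of the mice remains an open explanation.

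Ighg2c, an immunoglobulin gene that the paper does not discuss, had a log2 fold change of 6.8, and Ighg2b one of 5.05. A larger share of B cells is argued against, since the highest log2 fold change among 17 B cell genes was 0.47. More immunoglobulin RNA with the same mix of classes is argued against as well, because Igkc, which cells of every class use, rose by 1.34 only and Jchain by 0.29. Reads split between the Ighg genes would leave their summed counts level, but these rose by 5.11 on the log2 scale (adjusted p = 0.00238, quasi-likelihood test). Reads dropped because they align to several places are not in the counts, so the sum cannot address them. A candidate explanation is that the antibody-secreting cells whose RNA entered the isolates had switched class more often in aged mice, and this was not tested. The plasma cell list had a median of 1.14 over 11 genes, 3 of them called (camera adjusted p = 4.23e-05, fry adjusted p = 0.0453, estimated correlation adjusted p = 0.372), but 10 of the 35 splits gave as small a p.

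Mitochondrially encoded genes took 7.10% ± 3.12 (SD, n = 3) of gene counts in the aged and 2.92% ± 0.278 (SD, n = 4) in the young libraries (exact permutation test, two-sided, p = 0.0571, the smallest that 3 against 4 allow). Aged replicate 1 held the highest share, and the other aged libraries held 5.08% and 5.53%. Of 10 coding genes tested, 9 were called higher, with log2 fold changes from 0.43 to 2.40 over all 10. Reads of mt-Co2, mt-Atp6 and mt-Co3 are uncertain, because 100%, 99.5% and 99.9% of their 50-base stretches recur in nuclear transcripts. Loss of such reads is argued against as the whole cause, since the median over the 5 coding genes with under 10% shared stretches was 0.91, and 4 of the 5 were called. One abundant gene is argued against by a median of 1.12 over the coding genes other than mt-Co1. Damaged cells in the aged isolates cannot be told apart from a change in Tregs. The share of reads on no gene, which damaged cells may raise, was 11.9% ± 2.2 (SD, n = 3) in the aged and 9.39% ± 1.15 (SD, n = 4) in the young libraries (exact permutation test, two-sided, p = 0.114), and 7 libraries are too few to decide. A change with age also stays open.

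Young replicate 2 lay far from the other 3 young libraries in 5 values, namely the CPM of Pdcd1 (76.5, against 34.3 to 38.4), Ighg2b (56.2, against 11.7 to 18.6), Ighv7-1 (129, against 11.8 to 31.4) and Ighv11-2 (74.5, against 6.67 to 10.1), and the immunoglobulin share (2.93% of gene counts, against 0.618% to 0.905%). Far means a gap to the nearest young library, over the range of the young libraries, past a 95% limit. This ratio was 0.833 to 0.949 for the 4 genes. Among the 63 named genes and 5 library measures examined, 3.4 values past the limit are expected by chance. Immunoglobulin transcripts make up 4 of the 5. Genes short of the limit were not counted, although young replicate 2 was also highest for some, as for Ctla4 (721, against 257 to 390) and Ccr8 (37.6, against 12.8 to 21.3). A few genes taking most of the counts are argued against for Pdcd1, since it remained the 1 gene of 59 in which young replicate 2 stood apart after mitochondrial, immunoglobulin and haemoglobin genes were left out before normalization. Without young replicate 2 the log2 fold change of Pdcd1 rose from 0.69 (adjusted p = 0.134) to 1.05 (adjusted p = 0.00321). No biological explanation was tested for a single library.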

How the results depend on the processing

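The number of DEGs was 2327 and lay between 1835 and 2910 under DESeq2, the 4 limma fits, RLE normalization, library size only, both filters and the removal of mitochondrial, immunoglobulin and haemoglobin genes. Of the 2327 genes, between 75.6% and 99.4% were also called in each of these fits, and none changed sign. The share higher in aged Tregs was 58.5%, and 51.2% to 59.1% in these fits. Requiring an absolute log2 fold change of at least 1 left 1016 DEGs, 757 higher and 259 lower, by its own construction.

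Leaving out 1 library, and so fitting fewer samples, moved the counts further. Across the 7 fits that each left out one library, the DEGs ranged from 1237 to 3058, those higher from 783 to 1603, those lower from 448 to 1455 and the network genes called in the direction shown from 15 to 22, against 24 with all libraries. Without aged replicate 1 the DEGs rose to 3058 and those lower to 1455. Without aged replicate 3 there were 1262 DEGs (814 higher, 448 lower) and 15 network genes, without young replicate 1 there were 1315 (847 and 468) and 16 network genes, without young replicate 3 there were 1270 (784 and 486), and without young replicate 4 there were 1237 (783 and 454). Between 49.9% and 86.2% of the 2327 genes were called in each of these 7 fits.

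The ages share replicate numbers 1 to 3. The deviations of same-numbered libraries from their group means had correlations of -0.0915, -0.292 and -0.138. These give no sign that the numbers pair the samples, but so few values cannot exclude it. As a block, the replicate number takes degrees of freedom and leaves young replicate 4 alone in its block. Fewer calls would follow from that loss of power too. With the replicate number as a block, 292 DEGs (202 higher, 90 lower) and 9 network genes were called, 94 heatmap genes, and the odds ratio of the cytokine family was 7.51. That of the TNF and NF-kappa B family was 0.56 (Fisher's exact test, p = 1).

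The enrichment of cytokine and receptor genes kept its direction and its side of the threshold under each alternative, with odds ratios from 1.77 (without aged replicate 1) to 3.89 and the value above with the block. The enrichment of the TNF and NF-kappa B family was not past the threshold (odds ratio 1.46, Fisher's exact test, p = 0.144) and depended on the calls. It was 1.76 with DESeq2 (exact test, p = 0.0237) and 2.38 with no filter (exact test, p = 0.00256), and 0.80 (exact test, p = 0.833) with an absolute log2 fold change of at least 1, so its direction reversed there. Without one library it lay between 1.08 and 1.64. The cause was not tested. Between 80 and 98 heatmap genes were called in the direction shown under these alternatives, and the 80 are all those with at least 10 counts in every library.

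After the data were seen, 2 alternatives were added. With the GC content and gene length trends of each library removed, 2672 genes were called, 1178 higher and 1494 lower, so that 44.1% were higher against 58.5%. With all libraries thinned to 10734234 counts, 2252 genes were called, and the odds ratio of the TNF and NF-kappa B family was 1.72 (p = 0.0369, exact test). The cause was not tested.

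Of the 15 cell marker lists, 9 passed with camera, 7 with fry and 0 with an estimated correlation, where 4 had an unadjusted p under 0.05.

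For the named genes, 1095 comparisons with an alternative gave the same direction and call in 925. In 108 a call was lost, in 53 gained and in 9 the sign reversed. These 9 were of Eif2s3y, with a log2 fold change of 0.01 (adjusted p = 0.979). It was -0.017 with DESeq2, -0.015 with both limma fits on normalized counts, -0.067 with library size only, -0.016 with no filter, and from -0.068 (without young replicate 3) to 0.10 (without aged replicate 1) with one library left out. Of the fits without one library, that without aged replicate 3 lost the most of these calls (14).

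Depth limited Il17a, Cxcl11 and Il2, which had at most 10 counts in any library and were under the filter. Xist was under the filter as well, with at most 9 counts, as in male mice.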

Differences from the paper's values

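The paper reports 2910 DEGs, and 2327 were called here, within 1.5 times. With DESeq2 in place of edgeR the number was 2910. DESeq2 also returned the deposited log2 fold changes, as for Tgfb1 (-0.7517) and Il1b (3.203). Its calls and those of the authors' deposited table are thus not separate evidence. With limma, which the paper's methods name, the number was 2283 with voom and 2370 with limma-trend. On log2 of the normalized counts it was 2416 with 1 added and 2371 with zeros as missing.

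The paper states that TGF-β1 expression increased, and Fig. 3C shows it in blue, as lower. Its log2 fold change here was -0.73 and was negative under each alternative. Fig. 3C shows IL17RA in red, as higher, and its log2 fold change here was -0.69, negative under each alternative. Fig. 3C shows IL17A in blue, and its counts were higher in each aged library, at least 2.97-fold. The authors' deposited table gives a log2 fold change of 4.14 (adjusted p = 0.0157).

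Some genes that Fig. 3C shows as DEGs were not called here with edgeR's quasi-likelihood test. Tnfrsf21 (adjusted p = 0.0661) was called with DESeq2 (adjusted p = 0.0439) and without aged replicate 1 (adjusted p = 0.0383), in a range of 0.0383 to 0.25 over the alternatives. Ccl3 (adjusted p = 0.059) and Il12b (adjusted p = 0.0599) were called with DESeq2, with no filter and without aged replicate 2, in ranges of 0.00572 to 0.227 and 0.0116 to 0.313. Ccr4 (adjusted p = 0.073) was called with DESeq2 and with no filter, in a range of 0.0175 to 0.156. Ccr3 (adjusted p = 0.0513) was called with DESeq2, both limma fits on normalized counts, RLE normalization, without mitochondrial, immunoglobulin and haemoglobin genes, and without young replicate 1, in a range of 0.03 to 0.202. Ccr8 (adjusted p = 0.0508) was called with those settings except that the replicate was young replicate 2, and also with limma voom, limma-trend and no filter, in a range of 0.00444 to 0.149. Cxcl11, under the filter on low counts, was called with DESeq2 (adjusted p = 0.0187) and with no filter (adjusted p = 0.0152). Il17a was likewise called as higher with DESeq2 and with no filter (adjusted p = 0.0129).

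The paper states that DEGs were enriched in the TNF and NF-kappa B signaling pathways. The family of genes set by symbol, which is not the KEGG pathway, had an odds ratio of 1.46 (Fisher's exact test, p = 0.144). With DESeq2 it was 1.76 (exact test, p = 0.0237), with no filter 2.38 (exact test, p = 0.00256), and with the libraries thinned to one depth, a setting chosen after seeing the values, 1.72 (exact test, p = 0.0369). It was not past the threshold with an absolute log2 fold change of at least 1 (0.80, exact test, p = 0.833), with the replicate number as a block (0.56, exact test, p = 1) or with the GC content and gene length trends removed, also chosen after seeing the values (1.31, exact test, p = 0.33). Under the other alternatives it lay between 1.08 and 1.69, with p-values of the exact test from 0.0615 to 0.847.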

Other observations

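The tests of library size, of gene trends on the number of DEGs and of a few abundant genes were chosen only after the result was seen. The splits for ranked genes and for single lists were added after those for the number of DEGs had been seen.

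The number of DEGs was larger than in any other split of the 7 libraries into 3 and 4. Of the 35 splits 1, the real one, gave as many DEGs, as many higher, as many lower, as many heatmap and as many network genes, and as small a p for either enrichment. The other splits gave at most 2 DEGs each, so the counts for heatmap genes, network genes and enrichments among DEGs could not come out otherwise. Taking the 2327 genes with the smallest p in each split instead, 3 of the 35 splits gave as small a p for the cytokine and receptor family and 6 for the TNF and NF-kappa B family, so neither enrichment stood apart from the other splits at 0.05. Some of these splits keep 2 of the aged libraries together and so follow age in part. A difference in library size is argued against as the whole cause of the DEGs, since 2168 of the 2327 were also called after thinning all libraries to one depth. GC content and gene length trends are argued against as the whole cause by 2080 shared calls, and a few genes taking most of the counts by 2277. The age of the mice is the explanation that the design gives. It remains a hypothesis here, since a difference in cell composition was not excluded.

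Of the marker lists, 9 of 15 passed with camera in the real split, and 10 of the 35 splits passed as many, so the number of lists says little. The dendritic cell genes had a median log2 fold change of -0.88 (camera adjusted p = 0.00129, fry adjusted p = 0.0173, estimated correlation adjusted p = 0.223), and of -1.34 without aged replicate 3, with as small a p in 7 of the 35 splits. The NK cell genes had a median of -0.68 (camera adjusted p = 0.0235, fry adjusted p = 0.0917, estimated correlation adjusted p = 0.382), with 15 of the 35. The platelet genes had a median of 0.91 (camera adjusted p = 0.017, fry adjusted p = 0.0476, estimated correlation adjusted p = 0.375), with 14 of the 35. Not past the threshold with camera were the Treg (median 0.21, adjusted p = 0.852), B cell (-0.067, adjusted p = 0.0716), monocyte or macrophage (-0.23, adjusted p = 0.122), CD8 T cell (-0.26, adjusted p = 0.56), erythroid (0.43, adjusted p = 0.921) and cell cycle (0.02, adjusted p = 0.852) lists. Single libraries moved most of these 6. Without aged replicate 1 the medians were 0.18 (B cell), -0.097 (monocyte or macrophage), -0.53 (CD8 T cell), 0.97 (erythroid) and -0.067 (cell cycle), without aged replicate 2 -0.09 (CD8 T cell), -0.57 (erythroid) and 0.0053 (cell cycle), and without aged replicate 3 -0.37 (B cell) and 0.15 (cell cycle). The widest moves without a young library were those to -0.13 (young replicate 2), -0.16 (young replicate 3) and 0.059 (young replicate 4) for the B cell list, -0.082 (young replicate 3) for monocytes or macrophages, -0.40 (young replicate 2) and -0.11 (young replicate 4) for CD8 T cells, 0.89 (young replicate 1) and 0.085 (young replicate 2) for erythroid cells, and -0.093 (young replicate 2) and 0.12 (young replicate 3) for the cell cycle.

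The platelet chemokine gene Ppbp, which Fig. 3C shows as a ligand, rose from 2.24 ± 1.05 CPM (SD, n = 4) to 7.82 ± 3.19 CPM (SD, n = 3). Its log2 fold change was 1.80, and 0.50 (adjusted p = 0.72) with the mean of the 4 other platelet genes in the model. The loss of the call says little, since the platelet score itself differed by 1.01 between the ages and 210 genes were called in that model. The size of the change fell to 0.276 of what it was, against a median of 0.926 over the DEGs, of which 1.25% fell as far, a comparison chosen after the result was seen. This is consistent with RNA of platelets in the isolates. Tnfrsf13c, which is also a B cell gene, kept a log2 fold change of -0.66 (adjusted p = 0.0127) with the mean of 17 B cell genes in the model, which argues against a lower share of B cells as its whole cause. Its change fell to 0.715 of its size, as far as in 0.859% of the DEGs (median 1.03), so a part of it may go with B cells. By the same comparison the neutrophil score left 0.561 of the size of Cxcr2 (as far as in 1.89% of the DEGs), 0.718 of that of Ccr1 (7.22%) and 1.04 of that of Il1b (40.2%), against a median of 1.10. A change of expression in Tregs or in other cells stays open for it.

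The H2-Q genes, of which several stand in Fig. 3A, are near-identical to each other, so their reads could be split between them or dropped. Of 6 tested, 5 were called higher in aged Tregs, with log2 fold changes from 0.32 to 3.23 over the 6. Their summed counts rose by 1.22 on the log2 scale (adjusted p = 0.00113, quasi-likelihood test), which argues against split reads as the whole cause. Dropped reads are not in the counts, so the sum cannot address them. A change with age remains open and was not tested.

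For the proteins that the paper measured by flow cytometry in other samples, transcripts in these libraries were as follows. Lag3, whose protein the paper gives as unchanged under the basal condition, rose by 2.56 (standard error 0.278, adjusted p = 0.00125). Nt5e, which encodes 5′-NT and whose protein the paper gives as increased, rose by 0.65 (standard error 0.165, adjusted p = 0.0318) and lost its call without aged replicate 3 (adjusted p = 0.107) and without young replicates 1, 3 and 4 (0.0691, 0.084 and 0.0778). Lrrc32, whose protein the paper gives as reduced, had a log2 fold change of -1.02 (standard error 0.181, adjusted p = 0.0083), called in 7 of 7. Ccr4, whose protein the paper gives as increased, went down, with a log2 fold change of -0.67 (adjusted p = 0.073) and each aged library below each young one. It was -0.44 without aged replicate 3, and was called with DESeq2 (adjusted p = 0.0175) and with no filter, in a range over the alternatives of 0.0175 to 0.156. Tgfb1, for whose protein the paper gives no basal difference in its text, had a log2 fold change of -0.73 (adjusted p = 0.00241). Irf4, given as reduced, had one of 0.10 (adjusted p = 0.691), between 0.00053 (without aged replicate 1) and 0.25 (without aged replicate 2) in the fits without one library. Il10, Entpd1, Pdcd1 and Tnfrsf18, given as increased, had log2 fold changes of 1.61, 0.58, 0.69 and 0.49 with adjusted p-values of 0.0718, 0.0602, 0.134 and 0.144. Without young replicate 2 these were called, with log2 fold changes of 2.01, 0.74, 1.05 and 0.71 and adjusted p-values of 0.0422, 0.0165, 0.00321 and 0.0168. Il10 was also called without aged replicate 2 (2.00, adjusted p = 0.0336), and had a log2 fold change of 0.97 without aged replicate 3. Over the alternatives the adjusted p-values ran from 0.0336 to 0.359 for Il10 and 0.0165 to 0.23 for Entpd1. They ran from 0.00321 to 0.272 for Pdcd1 and 0.0168 to 0.379 for Tnfrsf18. Il10 was called in 3 of 18 alternatives, Entpd1 in 2, and Pdcd1 and Tnfrsf18 in 1 each. The authors' deposited table gave an adjusted p of 0.0317 for Entpd1, and 0.0744, 0.0683 and 0.113 for Il10, Pdcd1 and Tnfrsf18. Ctla4, Ikzf2 and Tnfrsf4, given as unchanged, had log2 fold changes of 0.86, 0.46 and 0.62 with adjusted p-values of 0.103, 0.0942 and 0.115. Without young replicate 2 Ctla4 (1.25, adjusted p = 0.00593) and Tnfrsf4 (0.86, adjusted p = 0.0174) were called, in ranges over the alternatives of 0.00593 to 0.248 and 0.0174 to 0.343. Gzmb was called in 1 of 17 alternatives, with adjusted p-values from 0.0463 to 0.535. It was at 123 CPM in aged replicate 1 and at 15.9 and 17.9 CPM in the other aged libraries. Its log2 fold change of 1.94 (adjusted p = 0.0909) was 0.31 without aged replicate 1. Prf1 had one of 0.39 (adjusted p = 0.236), and of 0.23 without aged replicate 1. Il2 was read at most 8 times in a library.

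The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were read in each library and Xist at most 9 times, as in male mice. Ddx3y was called in 7 of 18 alternatives, with adjusted p-values from 0.0175 to 0.141. Its log2 fold change of -0.36 (adjusted p = 0.0464) lost its call in each of the 7 fits without one library. There the adjusted p-values ran from 0.0521 (without young replicate 4) to 0.111 (without young replicate 1). Uty had a log2 fold change of -0.41 (adjusted p = 0.0646) and was called in 3 of 18 alternatives, without aged replicate 1 among them (-0.51, adjusted p = 0.0296). Kdm5d had one of -0.22 (adjusted p = 0.213), which was -0.34 without aged replicate 1 and -0.14 without aged replicate 3. Nnt had one of -0.57 (adjusted p = 0.0537), and was called in 7 of 18 alternatives, with adjusted p-values from 0.017 to 0.133. Among these were the fits without aged replicate 1 (adjusted p = 0.0465) and without young replicate 2 (adjusted p = 0.0382). Cdkn2a rose by 2.58 (standard error 0.351, adjusted p = 0.00278) and was called in 7 of 7 such fits. Haemoglobin genes took 7.32% ± 5.92 (SD, n = 3) of gene counts in the aged and 5.93% ± 3.74 (SD, n = 4) in the young libraries.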
